# Pulsed addition of HMF and furfural to batch-grown xylose-utilizing *Saccharomyces cerevisiae* results in different physiological responses in glucose and xylose consumption phase

**DOI:** 10.1186/1754-6834-6-181

**Published:** 2013-12-16

**Authors:** Magnus Ask, Maurizio Bettiga, Varuni Raju Duraiswamy, Lisbeth Olsson

**Keywords:** Lignocellulosic ethanol, HMF, Furfural, Redox metabolism, Energy metabolism, Transcriptome, *Saccharomyces cerevisiae*

## Abstract

**Background:**

Pretreatment of lignocellulosic biomass generates a number of undesired degradation products that can inhibit microbial metabolism. Two of these compounds, the furan aldehydes 5-hydroxymethylfurfural (HMF) and 2-furaldehyde (furfural), have been shown to be an impediment for viable ethanol production. In the present study, HMF and furfural were pulse-added during either the glucose or the xylose consumption phase in order to dissect the effects of these inhibitors on energy state, redox metabolism, and gene expression of xylose-consuming *Saccharomyces cerevisiae*.

**Results:**

Pulsed addition of 3.9 g L^-1^ HMF and 1.2 g L^-1^ furfural during either the glucose or the xylose consumption phase resulted in distinct physiological responses. Addition of furan aldehydes in the glucose consumption phase was followed by a decrease in the specific growth rate and the glycerol yield, whereas the acetate yield increased 7.3-fold, suggesting that NAD(P)H for furan aldehyde conversion was generated by acetate synthesis. No change in the intracellular levels of NAD(P)H was observed 1 hour after pulsing, whereas the intracellular concentration of ATP increased by 58%. An investigation of the response at transcriptional level revealed changes known to be correlated with perturbations in the specific growth rate, such as protein and nucleotide biosynthesis. Addition of furan aldehydes during the xylose consumption phase brought about an increase in the glycerol and acetate yields, whereas the xylitol yield was severely reduced. The intracellular concentrations of NADH and NADPH decreased by 58 and 85%, respectively, hence suggesting that HMF and furfural drained the cells of reducing power. The intracellular concentration of ATP was reduced by 42% 1 hour after pulsing of inhibitors, suggesting that energy-requiring repair or maintenance processes were activated. Transcriptome profiling showed that NADPH-requiring processes such as amino acid biosynthesis and sulfate and nitrogen assimilation were induced 1 hour after pulsing.

**Conclusions:**

The redox and energy metabolism were found to be more severely affected after pulsing of furan aldehydes during the xylose consumption phase than during glucose consumption. Conceivably, this discrepancy resulted from the low xylose utilization rate, hence suggesting that xylose metabolism is a feasible target for metabolic engineering of more robust xylose-utilizing yeast strains.

## Background

Lignocellulosic biomass is an abundant and renewable resource for sustainable bioethanol production that usually does not compete with food crops [1,2]. Although researchers have spent a lot of effort to make the production process industrially viable, there are several problems that remain to be solved. Two of the most important challenges involve broadening of the substrate range and improving the robustness of the cell factory [3,4]. The former originates from the fact that lignocellulose is a complex heteropolymer consisting of both pentoses and hexoses intertwined in a matrix of lignin, and to make the production process economically feasible, all sugars have to be converted to ethanol [5]. *Saccharomyces cerevisiae*, the commonly used cell factory for ethanol production in industry, lacks the endogenous ability to metabolize pentoses such as xylose and arabinose. Several metabolic engineering strategies have thus been devised for introducing xylose utilization pathways from other microorganisms into *S. cerevisiae*[6].

The demand for robust microorganisms for bioethanol production stems from the fact that lignocellulosic raw materials have to be pretreated prior to fermentation. The pretreatment process induces structural changes in the raw material that decreases recalcitrance and facilitates subsequent enzymatic hydrolysis. But since the pretreatment has to be carried out at harsh conditions (most methods use high temperatures and low pH), degradation products are formed or released that can inhibit microbial metabolism [7]. Apart from organic acids and phenolic compounds, the furan aldehydes 5-hydroxymethylfurfural (HMF) and 2-furaldehyde (furfural) have been identified as particularly challenging for microorganisms [8]. They are formed in dehydration reactions of hexoses and pentoses, respectively [9,10]. The physiological effects of HMF and furfural on several microorganisms have been studied extensively over the years (as reviewed by Almeida *et al.*[8]), but most physiological studies have been performed with glucose as the sole carbon source. Since less is known about how the inhibitory effects are exerted when xylose is used as substrate, the aim of the present study was to investigate the metabolic effects of furan aldehydes on xylose-consuming *S. cerevisiae* during xylose consumption. Studying physiological responses of yeast to HMF and furfural can provide hints on approaches to overcome inhibition through either enhancing or attenuating specific metabolic responses of the cells.

Two principal strategies have been exploited for the engineering of xylose-utilization in *S. cerevisiae*[11,12]*.* The first strategy, which was engineered in the strain investigated in the present study, makes use of the *Scheffersomyces stipitis* genes *XYL1* and *XYL2* coding for xylose reductase (XR) and xylulose dehydrogenase (XDH), respectively. In this pathway, xylose is first reduced to xylitol by XR using preferably NADPH for reducing power. Xylitol is then oxidized to xylulose by the NAD^+^-dependent XDH. The different cofactor preferences of XR and XDH result in xylitol accumulation due to the inability of the cells to reoxidize the formed NADH [11]. The second strategy involves xylose isomerase (XI), which converts xylose to xylulose directly, thus avoiding the redox-related accumulation of xylitol.

Xylose utilization has been demonstrated to provide less energy in the form of ATP compared to when glucose is used as a substrate [13]. As stress responses to endogenous toxic metabolites require energy for maintenance, it can be hypothesized that inhibitors such as HMF and furfural can have a more pronounced effect when xylose is used as substrate. In fact, it has been demonstrated in studies with the lignocellulose-derived inhibitor acetic acid that the toxic effects are severely enhanced when xylose serves as the sole carbon and energy source rather than glucose. The inhibitory effect of acetic acid originates from the increased influx of protons over the cell membrane, which has to be counteracted by an ATP-dependent efflux to maintain the intracellular pH at a constant level [14]. The increased toxicity of acetic acid during growth on xylose was attributed to the low ATP production rate during xylose consumption and could be alleviated by a limiting glucose feed [13]. Correspondingly, we were interested in how HMF and furfural would affect energy metabolism when xylose is used as the sole carbon and energy source.

Under anaerobic conditions, *S. cerevisiae* can reduce HMF and furfural to their less toxic corresponding alcohols, HMF alcohol and furfuryl alcohol [15,16]. This conversion is advantageous for the cells, since furan aldehydes have been shown to inhibit several enzymes in glycolysis [17], decrease the specific growth rate [18], and induce reactive oxygen species (ROS) [19] in yeast. The conversion of furan aldehydes to alcohols is performed by oxidoreductases using NAD(P)H for reducing power. As NAD(P)H is used in a plethora of intracellular redox reactions, perturbations in the cofactor levels can result in cell-wide effects [20]. In fact, we recently demonstrated that the [NADH]/[NAD^+^] and [NADPH]/[NADP^+^] ratios were significantly decreased in chemostat cultivations with xylose-utilizing *S. cerevisiae* where HMF and furfural were added to the feed medium, compared to controls with no addition of inhibitors, indicating that the furan aldehydes were draining the cells of reducing power as a long-term stress reaction [21]. In the present study, we focused on how HMF and furfural affect redox metabolism when xylose was present as the sole carbon source, as compared to when glucose was available as the carbon and energy source.

To investigate the effects of HMF and furfural on energy and redox metabolism, we measured the intracellular concentrations of the adenonucleotides ATP, ADP, and AMP and the redox cofactors NAD(H) and NADP(H) of a xylose-utilizing *S. cerevisiae* strain in anaerobic batch cultivations on glucose-xylose mixtures after pulsed addition of furan aldehydes in either the glucose or the xylose consumption phase. To investigate short-term effects in gene expression following inhibitor pulses in the glucose and xylose consumption phases, transcriptome analyses were performed. To the authors’ best knowledge, the present study is the first thorough investigation of the impacts of HMF and furfural on energy state, redox metabolism, and gene expression during xylose conversion in a short-term perspective.

## Results

To investigate the transient metabolic responses caused by the presence of furan aldehydes, HMF and furfural were pulse-added to batch cultivations of xylose-consuming *S. cerevisiae*. As the carbon source, and thereby the energy generation, may influence the ability of the cells to cope with stress, inhibitors were pulsed in the glucose and xylose consumption phases, respectively. Changes in metabolic yields, redox and energy state, and transcriptome were then quantified. As glucose is the preferred substrate for *S. cerevisiae*, consumption of glucose and xylose occurs sequentially. Hence, in the following sections, the metabolic effects of pulsing HMF and furfural in the glucose consumption phase will be presented first, followed by the effects after pulsing in the xylose consumption phase. Finally, a comparison of the responses evoked by furan aldehydes in the two phases will be described.

### Inhibitor pulse in glucose consumption phase

#### Changes in local yields of metabolic products

To provide a benchmark for inhibitor responses in the xylose consumption phase, HMF and furfural at 3.9 and 1.2 g L^-1^, respectively, were pulsed into anaerobic batch cultivations in the exponential growth phase on glucose when approximately half of the glucose present initially had been consumed. The ratio between HMF and furfural were based on concentrations that are common in spruce hydrolysates [22], and the absolute concentrations were non-lethal, but significantly influencing the cells, as determined from preliminary experiments (data not shown).

The specific growth rate decreased from 0.32 to 0.09 h^-1^ immediately after addition of the inhibitors. Furfural was converted in 3.5 hours, whereas HMF had been completely converted 43.5 hours after pulsing (Figure 1A). The specific conversion rate of furfural was 2.6-fold higher than the specific conversion rate of HMF. To evaluate the transient metabolic response of the cells after pulsing, three different phases were defined: glucose phase (period before the pulse), co-conversion phase (period in which HMF and furfural were co-converted), and HMF phase (period when only HMF was converted and glucose was still available). As the fluxes of major metabolic products reflect the physiological responses, the local yields of biomass and primary metabolites were calculated in the different phases (Figure 2A). Interestingly, the glycerol yield decreased by 40% during the co-conversion phase. As furfural had been consumed, the glycerol yield increased, but was still 22% lower than in the glucose phase. The biomass yield decreased by 53 and 70% in the co-conversion and the HMF phases, respectively, compared to the glucose phase. Remarkably, the acetate yield increased 7.3-fold in the co-conversion phase, but decreased again during the HMF phase, though it was still 2.2 times higher than in the glucose phase.

**Figure 1:**
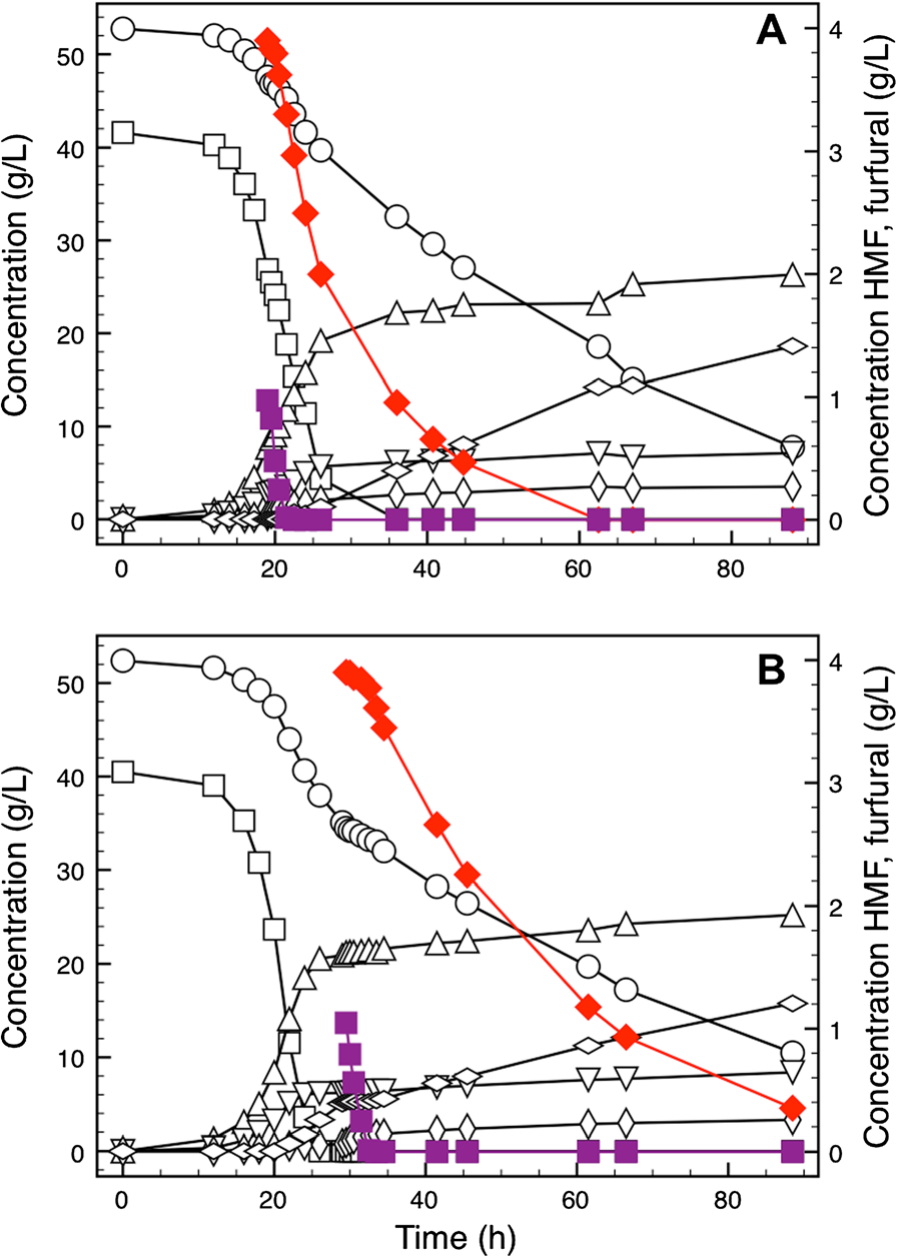
**Time course of sugar, metabolite, and inhibitor concentrations after pulsing of inhibitors in the glucose and xylose consumption phase.** After the inhibitor pulse, the response was divided into three phases in the two experiments. **(A)** For the cultivations pulsed during glucose consumption, the phases were defined as: glucose phase (12 to 17.25 hours), co-conversion phase (19 to 22.5 hours), and HMF phase (22.5 to 26 hours). **(B)** For the cultivations pulsed during xylose consumption, the phases were defined as: xylose phase (26 to 29.5 hours), co-conversion phase (29.5 to 32.5 hours), and HMF phase (33.5 to 88.5 hours). Squares, glucose; circles, xylose; triangles, ethanol; inverted triangles, glycerol; elongated diamonds, acetate; compressed diamonds, xylitol; red diamonds, HMF; purple squares, furfural. HMF: 5-hydroxymethylfurfural.

**Figure 2:**
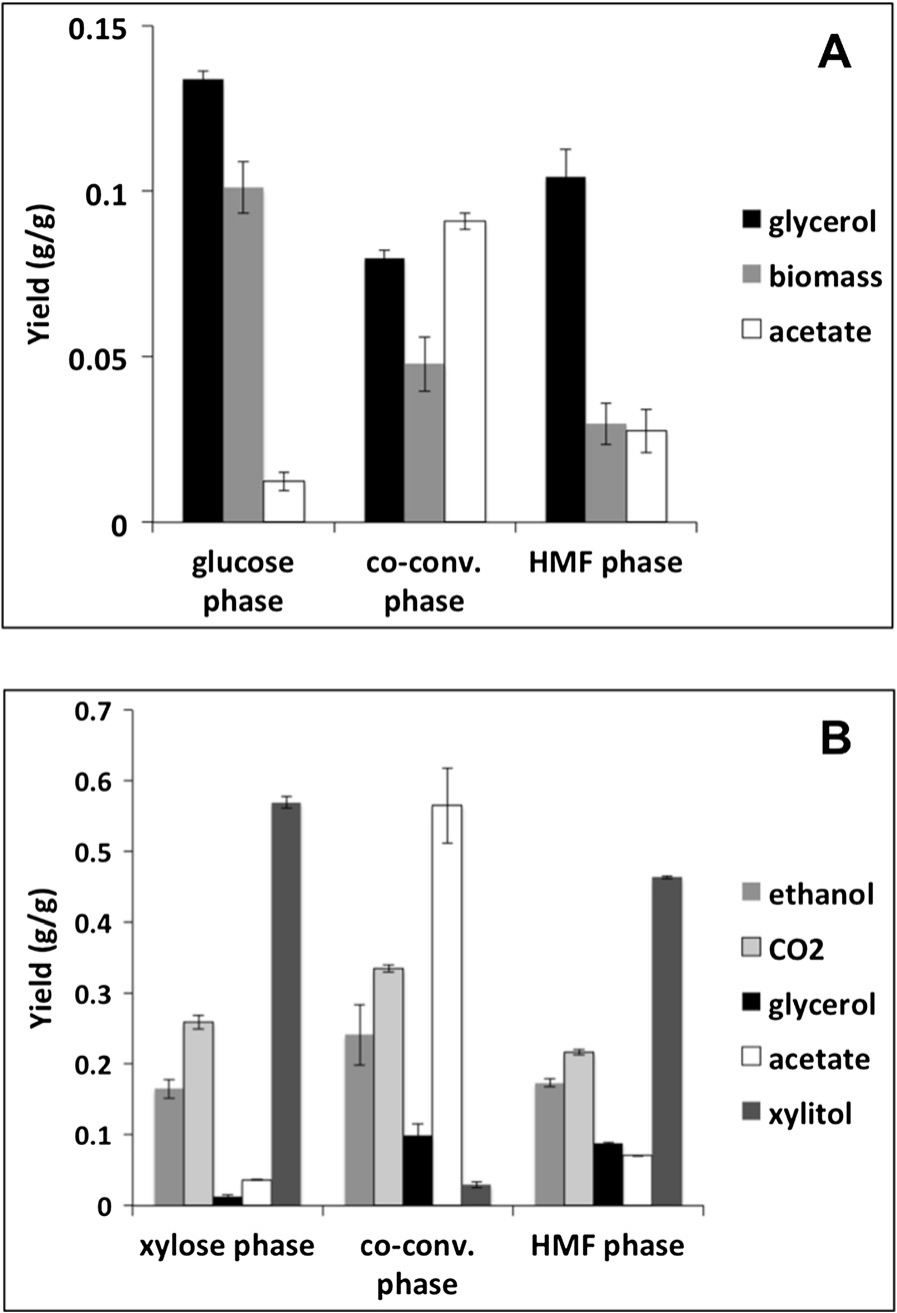
**Local yields calculated following inhibitor pulse in the glucose consumption phase and xylose consumption phase. (A)** Glucose consumption phase and **(B)** xylose consumption phase. The columns represent data calculated from three independent cultivations and the error bars indicate the standard deviations. HMF: 5-hydroxymethylfurfural.

#### Redox and energy changes following inhibitor pulse

As the conversion of HMF and furfural under anaerobic conditions has been demonstrated to involve reductive reactions at the expense of NAD(P)H, the intracellular concentrations of the reduced and oxidized cofactors were determined 1 hour after the inhibitor pulse. The concentrations of the individual cofactors did not differ significantly between the pulsed and non-pulsed cultivations (Figure 3A). Consequently, the catabolic and anabolic reduction charges were similar for pulsed and non-pulsed cultivations.

**Figure 3:**
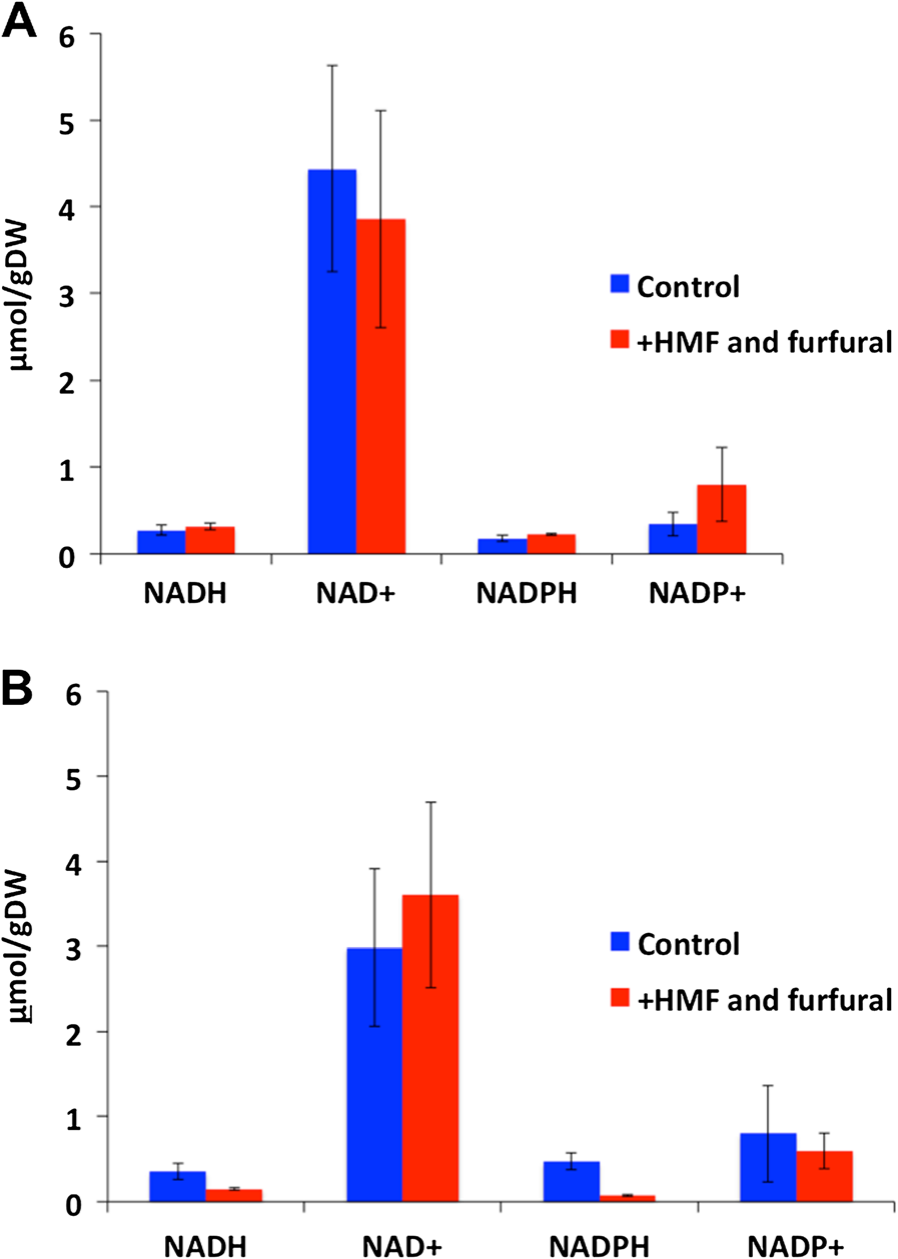
**Intracellular concentrations of the redox cofactors NAD(P)**^**+ **^**and NAD(P)H.** Intracellular concentrations of the redox cofactors NAD(P)^+^ and NAD(P)H 1 hour after pulsing of inhibitors in **(A)** the glucose consumption phase and **(B)** xylose consumption phase, respectively, compared with non-pulsed control cultivations. The columns represent data obtained from three independent cultivations and the error bars indicate the standard deviations. HMF: 5-hydroxymethylfurfural.

The energy state in terms of the intracellular concentrations of the adenonucleotides ATP, ADP, and AMP was quantified 1 hour after pulsing with inhibitors. Surprisingly, the intracellular concentration of ATP in the pulsed cultivation was significantly higher than in the non-pulsed control. The intracellular concentration of ATP was estimated at 7.60 μmol (g DW)^-1^ in the pulsed cultivations, whereas the concentration of ATP in cells in the non-pulsed cultivation was estimated at 4.81 μmol (g DW)^-1^ (Figure 4A). Also the intracellular concentration of ADP changed upon pulsing with HMF and furfural. The concentration of ADP was lower in cells in the pulsed cultivations (0.89 μmol (g DW)^-1^), compared with cells in the non-pulsed cultivations (1.20 μmol (g DW)^-1^) (Figure 4A). No significant difference was observed in the intracellular AMP concentrations between the two conditions. As a consequence of the altered ATP and ADP levels following the inhibitor-pulse, the energy charge was higher in cells in the inhibitor-pulsed cultivations (0.94) compared with the cells in the non-pulsed cultivations (0.88).

**Figure 4:**
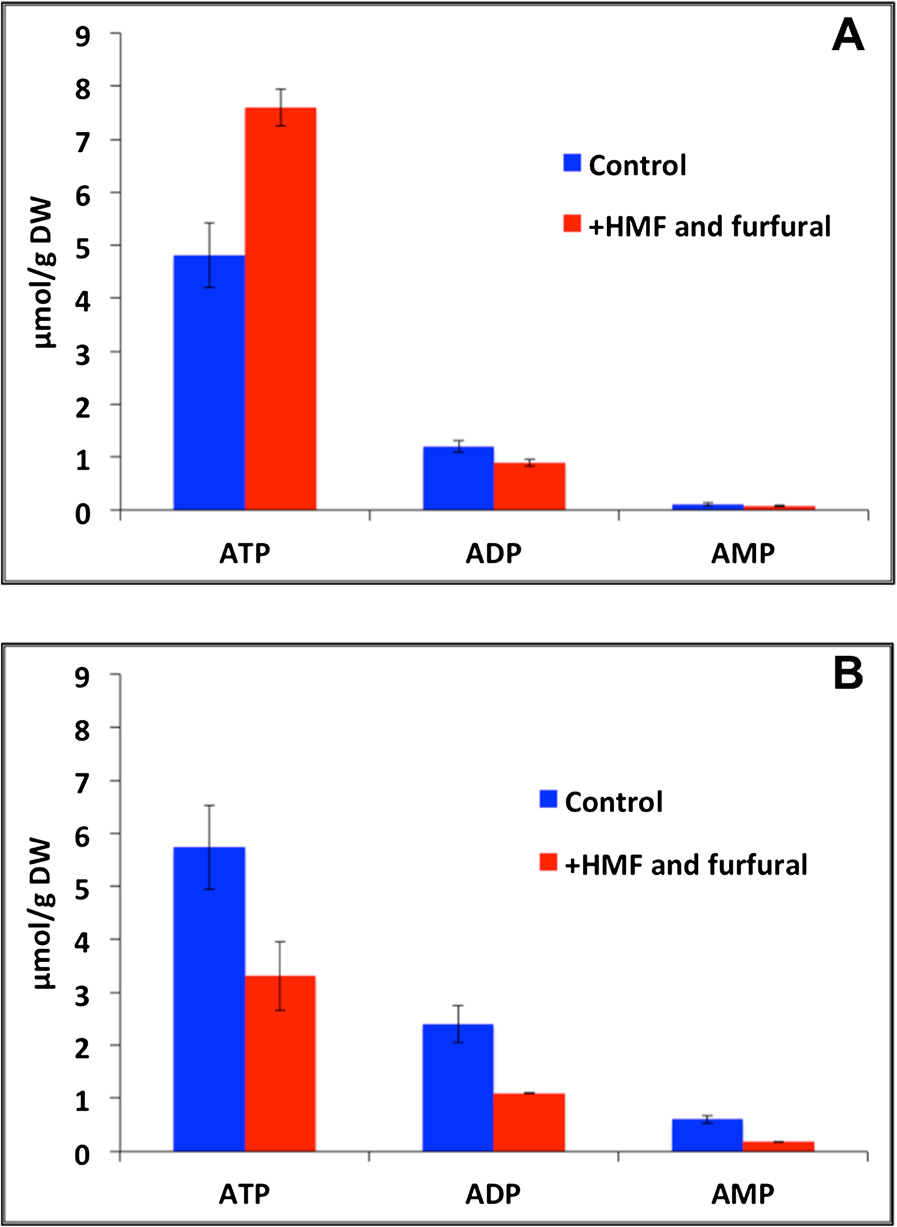
**Intracellular concentrations of the adenonucleotides ATP, ADP, and AMP.** Intracellular concentrations of the adenonucleotides ATP, ADP, and AMP 1 hour after pulsing of inhibitors in **(A)** the glucose consumption phase and **(B)** xylose consumption phase, respectively, compared with non-pulsed control cultivations. The columns represent data obtained from three independent cultivations and the error bars indicate the standard deviations*.* HMF: 5-hydroxymethylfurfural.

#### Transcriptome changes in response to HMF and furfural pulse in the glucose consumption phase

In order to study the transient changes at transcriptome level following pulsed addition of HMF and furfural, samples for RNA extraction were taken before and 1 hour after pulsing of inhibitors. 

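Expression was measured on 12 Affymetrix Yeast Genome 2.0 arrays, 3 each for the glucose control, the glucose pulse, the xylose control and the xylose pulse. The deposited values are log2 expression from RMA, with which the authors corrected background, normalized the arrays by quantiles and summarized each probe set. Of 5705 probe sets in the table, 5489 were paired with 1 gene each and tested, and these stand for 5444 genes. A linear model with 1 mean per condition was fitted to the 12 arrays in limma, and each pulse was compared with the control of its own phase. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.01 and a log2 fold change above 1 or below -1, the thresholds that the paper states. Gene groups, 46 of them written before the data were examined and 4 taken from the genes that the paper lists, were compared with all other genes by limma's camera with a preset correlation of 0.01, and called at an adjusted p under 0.05 over the 50 groups. Across probe sets, arrays of one condition correlated at an r between 0.992 and 0.998, a pulse with the control of its phase between 0.92 and 0.931, and the glucose control with the xylose control between 0.637 and 0.651. The number of arrays limits the precision of each value. The paper's text describes the reference samples as taken before the pulse and, elsewhere, as non-pulsed cultivations, and the sample labels name them only as controls.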

By considering genes with a log_2_fold-change >1 and a false discovery rate (FDR) <0.01 as differentially expressed, 520 genes were found to be upregulated and 366 downregulated, respectively, 1 hour after pulsing of inhibitors in the glucose consumption phase. 

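The largest estimated increase after the pulse in the glucose consumption phase was that of RSB1, a putative transporter of sphingoid bases, from a log2 expression of 2.94 ± 0.23 (SD, n = 3 arrays) in the control to 12.36 ± 0.01 (SD, n = 3). Its log2 fold change was 9.42 (standard error 0.10, adjusted p = 2.8e-15) from limma. CIS1 followed with 7.18, YOL131W with 7.09, LSO1 with 7.01 and NCA3 with 6.51. ARO10 and ARO9, a decarboxylase and an aminotransferase of aromatic amino acid breakdown, rose by a log2 fold change of 6.17 and 5.42, and YLL056C by 5.79. All but the last of these had a control mean between 2.68 and 4.42, where the lower quartile of the arrays lay between 8.243 and 8.288. Whether such levels lie above background was not tested, so the sizes and order of these increases are not exact. Among the largest decreases were those of the S-adenosylmethionine permease gene SAM3 at -4.81, of GCV1 and GCV2 of the glycine cleavage system at -4.22 and -3.64, and of RNR3, a large subunit of ribonucleotide reductase, at -3.92. LEU9, a 2-isopropylmalate synthase gene, had -3.89, TDA6 -3.88, the purine-cytosine permease gene FCY2 -3.78 and the cyclin gene CLB1 -3.59. In all, 637 probe sets were called higher and 524 lower, out of 5489 tested. The 3 pulsed arrays lay apart from the 3 control arrays, all above or all below them, for 3921 probe sets (71.4%), where chance gives 10%.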

Functional analysis of the induced genes with Gene Ontology (GO) term finder revealed that 10% of the upregulated genes had oxidoreductase activity [Additional file 1: Table S1], a particularly interesting finding since the effect of HMF and furfural on redox metabolism was one of the targets in the present study. Both *ALD3* and *ALD4* encoding NAD(P)^+^-dependent acetaldehyde dehydrogenases were grouped under the oxidoreductase activity term. 

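Of the 51 genes in Table S1, 49 were measured here, and 48 rose after the pulse in the glucose consumption phase, as many when adjusted over the list alone. FDH1, a formate dehydrogenase gene, was the exception. PUT1, the proline oxidase of the mitochondrion, had a log2 fold change of 4.06 (standard error 0.10, adjusted p = 3.0e-12), and HBN1, a nitroreductase-like protein, one of 4.03 (standard error 0.09, adjusted p = 3.0e-12). GPX1, a peroxidase that acts on phospholipid hydroperoxides, rose from a log2 expression of 6.28 ± 0.21 (SD, n = 3) to 9.54 ± 0.11 (SD, n = 3). The median log2 fold change of the 49 genes was 1.89, and the group stood above all other genes with an adjusted p of 7.3e-19 from camera. The study chose these genes on the same samples, so the count is not independent evidence of their direction.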

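ALD3, a cytosolic aldehyde dehydrogenase, had a log2 expression of 5.97 ± 0.53 (SD, n = 3) in the glucose control and 7.76 ± 0.23 (SD, n = 3) after the pulse, a log2 fold change of 1.79 (standard error 0.26, adjusted p = 4.4e-05). ALD4, the mitochondrial isoform, went from 10.06 ± 0.06 (SD, n = 3) to 12.34 ± 0.12 (SD, n = 3), with 2.28 (standard error 0.08, adjusted p = 9.9e-11). ALD5, another mitochondrial isoform, fell, with a log2 fold change of -2.33 (standard error 0.11, adjusted p = 1.4e-09). Of the 6 aldehyde dehydrogenase genes measured, 3 rose, 1 fell and 2 did not pass the thresholds, the same numbers as adjusted over the list alone. As a group they did not pass camera's test (adjusted p = 0.113).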

Conversion of acetaldehyde to acetate generates reducing power in the form of NAD(P)H, which could be used for detoxification of HMF and furfural. The upregulation of these genes could partly explain the increased acetate levels after pulsing. 

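The largest change among the reductase genes that the paper names was that of OYE3, an NADPH oxidoreductase of the old yellow enzyme family, from a log2 expression of 6.23 ± 0.32 (SD, n = 3) to 12.67 ± 0.06 (SD, n = 3), a log2 fold change of 6.43 (standard error 0.13, adjusted p = 1.1e-12). AAD6, one of the family of putative aryl-alcohol dehydrogenases, rose by 5.60 (standard error 0.12, adjusted p = 1.9e-12), and BDH2, a putative medium-chain alcohol dehydrogenase, by 5.11 (standard error 0.10, adjusted p = 1.1e-12). GRE2, a methylglyoxal reductase that depends on NADPH, had a log2 fold change of 2.76, the aldose reductase gene GRE3 1.93, the aldehyde reductase gene ARI1 1.89, SFA1, the formaldehyde dehydrogenase and alcohol dehydrogenase, 1.79, and AAD14 1.46. AAD4 had 1.89 on the brighter of its probe sets and 3.29 on the other, and probes of the AAD family can detect more than one member. The expression of FDH1 was low, at 3.06 ± 0.38 (SD, n = 3) in the control and 3.96 ± 0.08 (SD, n = 3) after the pulse, with 0.91 (standard error 0.16, adjusted p = 2.4e-04), short of a 2-fold change. It passed without glucose control replicate 1, at 1.04, and with replicates 2 and 3 only, at 1.06. Thus 9 of the 10 measured genes of this set rose, as many when adjusted over the list alone, and 1 did not pass, with an adjusted p of 1.6e-06 for the group from camera. The study picked the set on these samples, so this is not independent evidence. YNL181W and YKL071W have no named probe set here and were not analysed.

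**Figure D1:**
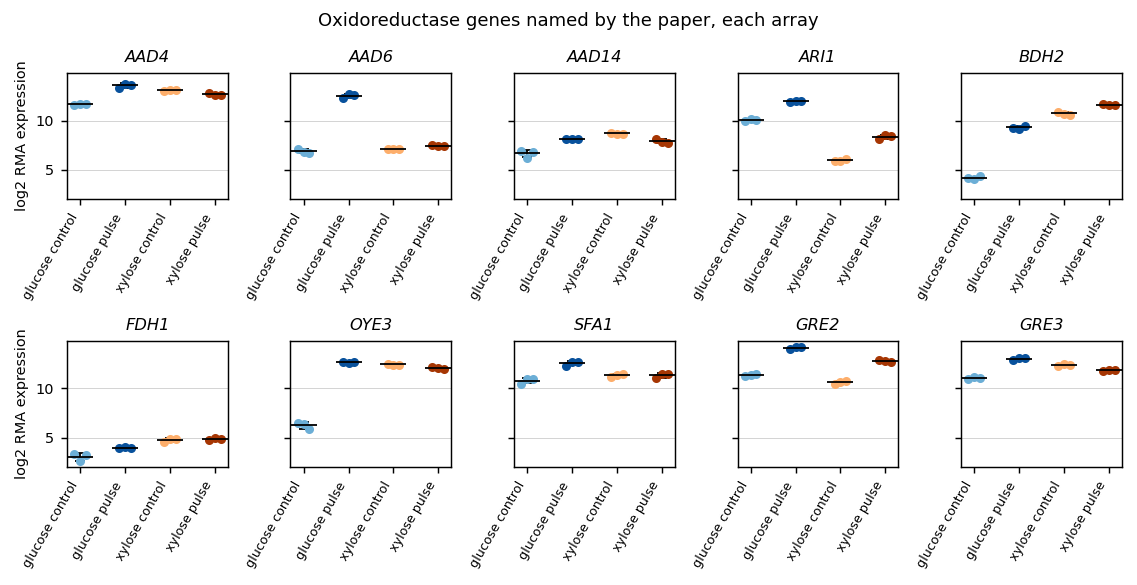
Log2 RMA expression of 10 oxidoreductase genes in the 4 conditions. Points are single arrays, horizontal lines the mean and vertical bars the SD of 3 arrays. In OYE3 the xylose control lies at 12.43, near the 12.67 of the glucose pulse.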

Several other genes coding for proteins with oxidoreductase activity potentially having the ability to convert HMF and/or furfural to less toxic compounds such as *AAD4*, *AAD6*, *AAD14*, *ARI1*, *BDH2*, *FDH1*, *OYE3*, *SFA1*, *GRE2*, *GRE3*, *YNL181W*, and *YKL071W* were also found to be upregulated [Additional file 1: Table S1].

Functional enrichment analysis using Munich Information Center for Protein Sequences (MIPS) functional categories indicated that 31 categories were significantly overrepresented among the induced genes [Additional file 1: Table S2]. Notably, genes related to C-compound and carbohydrate metabolism, metabolism of energy reserves, protein degradation, stress response, and detoxification were found among the enriched functional categories. 

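Chaperone genes of the heat-shock response rose as a group, with 14 of 23 members higher, none lower and 9 short of the thresholds (adjusted p = 1.7e-08 from camera). SSA4, an Hsp70 chaperone, had a log2 fold change of 4.37 (standard error 0.11, adjusted p = 6.7e-12), the plasma membrane protein gene HSP30 4.15 and the small heat-shock protein gene HSP42 3.60. Of 35 genes of the 26S proteasome and its regulators, 14 rose and none fell, at a median log2 fold change of 0.85 (adjusted p = 1.7e-10). Among them, the transcription factor gene RPN4, which controls proteasome genes, had 1.62 (standard error 0.07, adjusted p = 6.0e-10), and UMP1, a maturation factor, 1.43. Genes of thioredoxins, peroxiredoxins, catalases and superoxide dismutases rose in 6 of 16 cases and fell in none (adjusted p = 8.9e-04, and adjusted p = 0.067 with an estimated correlation). PRX1, a mitochondrial peroxiredoxin, had 2.23 and the mitochondrial superoxide dismutase gene SOD2 2.09. In carbon metabolism, PDC5, a pyruvate decarboxylase, had 4.41 and the glucokinase gene GLK1 1.53, whereas glycolysis and pyruvate decarboxylation as a group of 19 genes, 3 of them higher, did not pass (adjusted p = 0.812). All of these member counts were the same adjusted over the list alone.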

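Of 5489 probe sets, 3168 had an adjusted p under 0.01 from limma after the pulse in the glucose consumption phase, and 2007 of them changed by less than 2-fold, 1043 upwards and 964 downwards. ZWF1, the glucose-6-phosphate dehydrogenase of the pentose phosphate pathway, was one of these, with a log2 fold change of 0.89 (standard error 0.07, adjusted p = 2.2e-07). ALD6 had 0.79 (standard error 0.11, adjusted p = 2.5e-05). DAK1, a dihydroxyacetone kinase gene, had 0.86, and the isocitrate dehydrogenase subunit gene IDH2 had -0.92. After the pulse in the xylose consumption phase the corresponding number was 2228 of 3337, with 884 upwards and 1344 downwards.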

As many genes were statistically significant (FDR <0.01) but did not change expression more than twofold, the reporter metabolites algorithm was applied to the upregulated gene set [23]. This method uses *P* values of differential expression and metabolic network topology as inputs to identify hot spots in metabolism around which transcriptional changes are apparent [23]. The analysis showed that metabolites such as glutathione, uridine diphosphate glucose (UDP-glucose), trehalose, trehalose-6-phosphate, and glucose-1-phosphate were among the top scoring reporter metabolites, again confirming that metabolism of energy reserves was induced after pulsing with HMF and furfural (Table 1). 

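Genes of trehalose and glycogen synthesis rose in 6 of 12 cases and fell in none (the same adjusted over the list alone), at a median log2 fold change of 0.91. TSL1, a subunit of the trehalose synthase complex, had a log2 fold change of 2.64 (standard error 0.18, adjusted p = 4.5e-08), and TPS1, the trehalose-6-phosphate synthase, 1.47 (standard error 0.07, adjusted p = 1.2e-09). PGM2, the phosphoglucomutase that interconverts glucose-1-phosphate and glucose-6-phosphate, had 2.21, and UGP1, which forms UDP-glucose, 1.11. In glycogen synthesis GLC3 passed with 1.07, while the glycogen synthase genes GSY1 and GSY2 had 0.75 and 0.26 and did not pass. The initiator genes GLG1 and GLG2 had -0.33 and -0.76, also short of the thresholds. These glycogen genes are named here after their values were seen. The breakdown genes moved the same way, with 4 of 5 higher, among them the glycogen phosphorylase gene GPH1 at 2.23, the debranching enzyme gene GDB1 at 2.04 and the trehalase genes NTH1 at 1.38 and ATH1 at 1.30. By camera, the adjusted p was 0.0241 for synthesis (adjusted p = 0.19 with an estimated correlation) and 0.00234 for breakdown (adjusted p = 0.0443 with an estimated correlation). From the metabolites around which such genes changed, together with the enriched functional categories, the paper concludes that the metabolism of energy reserves was induced by the pulse in the glucose consumption phase.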

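Of 22 genes of glutathione synthesis, cycling, transfer and breakdown, 7 rose in the glucose consumption phase, none fell and 15 did not pass, the same numbers as adjusted over the list alone. GTT2, a glutathione transferase, had a log2 fold change of 2.29 (standard error 0.10, adjusted p = 6.6e-10). GRX2, a glutaredoxin, had 1.96 (standard error 0.08, adjusted p = 2.9e-10), and ECM38, which breaks down glutathione, 1.56 (standard error 0.07, adjusted p = 1.1e-09). The group stood above all other genes with an adjusted p of 3.5e-04 from camera (adjusted p = 0.0443 with an estimated correlation).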

Glutathione, which functions in detoxification of ROS and redox buffering, was interestingly the highest scoring reporter metabolite.

**Table 1:** Top ten scoring reporter metabolites connected to transcriptome changes after inhibitor pulse in the glucose consumption phase

**Metabolite**	**Number of neighbors**	***P *** **value**
**Reporter metabolites (up)**		
Glutathione [c]	10	6.0E-05
UDP-glucose [c]	11	3.1E-04
D-galactose [e]	6	2.5E-03
Alpha,alpha-trehalose 6-phosphate [c]	4	3.7E-03
Alpha,alpha-trehalose [c]	4	6.0E-03
Alpha-D-glucose 6-phosphate [c]	8	8.2E-03
Oxidized glutathione [c]	4	6.6E-03
CDP-diacylglycerol [m]	4	8.6E-03
Alpha-D-glucose [c]	23	2.2E-02
D-glucose 1-phosphate [c]	6	1.2E-02
**Reporter metabolites (down)**		
AMP [c]	42	5.4E-09
ATP [c]	83	1.1E-08
5-phospho-alpha-D-ribose 1-diphosphate [c]	15	2.5E-06
L-glutamine [c]	17	6.6E-06
L-histidine [c]	7	8.2E-05
L-aspartate [c]	12	8.7E-05
CO_2 _[m]	10	1.3E-04
Isocitrate[m]	5	2.5E-04
Phosphate [c]	49	8.5E-05
Glycine [m]	4	9.6E-04

[c]: cytosolic; [m]: mitochondrial; [e]: extracellular; UDP-glucose: uridine diphosphate glucose.

Similar to the reporter metabolites algorithm, there is a corresponding method that investigates whether there are genes co-regulated by the same transcription factor [24]. Not surprisingly, reporter transcription factor analysis showed that the highest scoring transcription factors were all related to stress response. 

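All 14 measured multidrug-resistance genes of the Pdr1 and Pdr3 group rose in the glucose consumption phase, at a median log2 fold change of 2.78 (adjusted p = 4.0e-09 from camera). Apart from RSB1, the ABC transporter gene PDR15 had 3.33 (standard error 0.08, adjusted p = 3.0e-12). HXT9 had 3.84, but its near-identical relative HXT11 can share its probes. Of 37 genes commonly induced by Msn2 and Msn4 in the environmental stress response, 32 rose and none fell, at a median of 1.95 (adjusted p = 8.0e-14). TMA10 had a log2 fold change of 4.28, RTC3 3.15, the transcriptional repressor gene XBP1 2.90 and the glutamate decarboxylase gene GAD1 2.29. Oxidative-stress genes commonly induced by Yap1 rose in 7 of 17 cases and fell in none (adjusted p = 1.7e-04), with the multidrug transporter gene FLR1 at 3.63. The counts of the 3 groups were the same adjusted over the list alone. Of the regulators' own genes, PDR3 rose by 2.27 (standard error 0.10, adjusted p = 8.6e-10) and HSF1 by 1.29 (standard error 0.15, adjusted p = 4.3e-06). PDR1 passed the thresholds narrowly at 1.01 (standard error 0.11, adjusted p = 2.3e-06) and fell short, at 0.95, without glucose control replicate 1, at 0.97 without glucose pulse replicate 3, at 0.98 after quantile normalization of the tested probe sets and at 0.99 with replicates 2 and 3 only. YAP1 had 0.92 (standard error 0.08, adjusted p = 3.6e-07), MSN2 0.10 (standard error 0.08, adjusted p = 0.28) and MSN4 -0.12 (standard error 0.08, adjusted p = 0.169), none of which passed.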

The highest scoring transcription factors encoded by *PDR1*, *PDR3*, *MSN2*, *MSN4*, *HSF1*, and *YAP1* are involved in multidrug resistance, environmental stress response, heat-shock response, and oxidative stress response, respectively [25-28].

Functional enrichment of the downregulated genes (log_2_fold-change >1, FDR <0.01) revealed 46 significantly enriched functional categories [Additional file 1: Table S3]. Several of these functional categories, and in particular amino acid metabolism, nucleotide metabolism, and protein synthesis, have previously been shown to include genes responsive to changes in specific growth rate [29]. 

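Genes of protein synthesis fell after the pulse in the glucose consumption phase. Of 129 genes of cytosolic ribosomal proteins, 67 fell, none rose and 62 did not pass, at a median log2 fold change of -1.05 (adjusted p = 5.0e-22 from camera). RPL31B had -2.76 (standard error 0.10, adjusted p = 1.5e-10) and RPS14B -2.59, and paralogous ribosomal protein genes can share probes. The 129 include, in every comparison, RPP1, which encodes a subunit of ribonuclease P and not a ribosomal protein. It had -0.33 here and did not pass. Of 116 genes of ribosome biogenesis and rRNA processing, 48 fell and none rose, at a median of -0.92 (adjusted p = 1.3e-16). RRB1, a chaperone of ribosomal protein L3, had -2.41 (standard error 0.10, adjusted p = 4.9e-10), and the rRNA processing genes DBP3 and RRP5 had -2.18 and -2.08. Subunits of RNA polymerases I and III fell in 8 of 19 cases and rose in 1 (adjusted p = 0.00262), with RPA135, a core subunit of RNA polymerase I, at -2.35. Cytosolic aminoacyl-tRNA synthetase genes fell in 9 of 20 cases and rose in none (adjusted p = 1.0e-07), among them WRS1 for tryptophan at -2.27 and SES1 for serine at -1.36. Adjusted over the list alone, the counts were the same.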

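Purine synthesis genes fell in 12 of 15 cases in the glucose consumption phase and rose in none, at a median log2 fold change of -1.69 (adjusted p = 3.2e-06 from camera). ADE17, which carries out the last steps of IMP synthesis, had -3.93 (standard error 0.13, adjusted p = 6.4e-11), and ADE1 and ADE13 had -2.40 and -2.04. MTD1, a one-carbon enzyme, had -2.42. Of 9 pyrimidine synthesis genes, 3 fell and 2 rose, the latter being URA10 at 1.90 and URA8 at 1.47 (for the group, adjusted p = 0.0701, and 0.0489 without glucose control replicate 1). Genes of arginine synthesis fell in 5 of 8 cases, with ARG1 at -2.60, and genes of lysine synthesis in 5 of 8, with LYS4 at -2.42 and LYS2 at -2.09. In histidine synthesis 4 of 7 genes fell, with HIS3 at -2.19, and in branched-chain amino acid synthesis 7 of 11, with ILV3 at -1.92. No gene of these 4 pathways rose, and their adjusted p-values were 5.1e-05, 1.3e-04, 5.0e-04 and 1.1e-04. In aromatic amino acid synthesis 6 of 12 genes fell and 1 rose, with ARO4 at -2.92 (adjusted p = 0.00354). Serine, glycine and threonine synthesis fell in 5 of 14 genes, with SHM2 at -3.10 (adjusted p = 0.00266, and adjusted p = 0.0537 with an estimated correlation). Of the 4 glycine cleavage genes 3 fell (adjusted p = 0.0158, and adjusted p = 0.0639 with an estimated correlation), GCV3 with -1.53. All counts were the same adjusted over the list alone.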

Reporter metabolite analysis using the downregulated gene set as input identified significant changes around nodes such as AMP, ATP, 5-phospho-ribose-1-diphosphate (PRPP), and several amino acids (Table 1). Reporter transcription factor analysis highlighted *GCN4*, *BAS1*, and *PHO2* as significant for transcriptional control of the downregulated genes, which are involved in control of amino acid metabolism, purine metabolism, and phosphate metabolism, respectively [30,31].

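The genes of the regulators themselves did not pass the thresholds in the glucose consumption phase. The paper's analysis scores the genes that a transcription factor controls, so the expression of the factor's own gene is another measure. BAS1 had a log2 fold change of -0.85 (standard error 0.10, adjusted p = 6.5e-06) and PHO2 -0.19 (standard error 0.17, adjusted p = 0.332). GCN4 had -0.08 (standard error 0.07, adjusted p = 0.305), and 0.0219 after quantile normalization of the tested probe sets. Of 14 genes of the phosphate regulon, 1 rose and 1 fell, and the group did not pass camera's test (adjusted p = 0.831, counts the same adjusted over the list alone). The one that rose was PHO89, a phosphate transporter, with 2.33 (standard error 0.12, adjusted p = 3.0e-09).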

### Pulse in xylose consumption phase

#### Changes in local yields of metabolic products

The strain used in the present study consumes glucose and xylose in a sequential manner, thus consuming the majority of the xylose when all glucose has been metabolized. To investigate the metabolic responses following an inhibitor pulse when the cells were utilizing xylose as the sole carbon source, HMF and furfural were added to cultivations approximately 4 hours after glucose had been exhausted (Figure 1B). The biomass concentration dropped during the first 2 hours after the pulse, after which it returned to levels similar as before the pulse. The specific furfural conversion rate was 12.7 times higher than the specific HMF conversion rate and both rates were 2.7-fold and 13.3-fold lower than the respective rates after pulsing in the glucose consumption phase. Similar to the analysis performed for the pulse in the glucose consumption phase, three phases were defined to explain the metabolic changes following the inhibitor pulse: xylose phase (period before the pulse, but after glucose had been consumed), co-conversion phase (period in which HMF and furfural were co-converted), and HMF phase (period when only HMF was converted). Progression from the xylose phase into the co-conversion phase resulted in significant increases in ethanol, carbon dioxide, glycerol, and acetate yields of 1.5, 1.3, 7.7, and 15.9-fold, respectively, whereas the xylitol yield decreased dramatically from 0.57 to 0.03 g g^-1^ (Figure 2B). In the HMF phase, the glycerol yield remained at a higher level than in the xylose phase while the other yields returned to similar levels as during the xylose phase, though the xylitol yield was slightly lower in the HMF phase than in the xylose phase (Figure 2B).

#### Redox and energy changes following inhibitor pulse

The redox cofactors were quantified 1 hour after pulsing inhibitors in the xylose consumption phase and compared to non-pulsed cultivations. The intracellular concentrations of the reduced redox cofactors NADH and NADPH decreased from 0.36 to 0.15 μmol (g DW)^-1^ and from 0.47 to 0.07 μmol (g DW)^-1^, respectively, 1 hour after pulsing of inhibitors, compared with the control cultivations (Figure 3B). The changes in the redox cofactor concentrations resulted in decreases of the catabolic and anabolic reduction charges from 0.11 to 0.04 and from 0.42 to 0.09, respectively.

Also the intracellular levels of adenonucleotides changed after pulsing with HMF and furfural. The concentration of ATP decreased from 5.74 to 3.31 μmol (g DW)^-1^, ADP decreased from 2.40 to 1.09 μmol (g DW)^-1^, and AMP decreased from 0.60 to 0.18 μmol (g DW)^-1^ compared to the control cultivations (Figure 4B). Even though the intracellular concentrations of the adenonucleotides decreased, the energy charge increased from 0.79 to 0.84 after the inhibitor pulse.

#### Transcriptome changes in response to HMF and furfural pulse in the xylose consumption phase

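PUT4, the proline permease, had the largest estimated increase after the pulse in the xylose consumption phase, from a log2 expression of 2.49 ± 0.11 (SD, n = 3) in the control to 9.11 ± 0.51 (SD, n = 3), a log2 fold change of 6.62 (standard error 0.19, adjusted p = 2.7e-11) from limma. YDR222W followed with 5.56, the alcohol acetyltransferase gene ATF2 with 5.43, HRP1, an RNA-binding protein of mRNA 3' end formation, with 5.24, ETT1 with 5.08 and YGR035C with 5.07. The heme oxygenase gene HMX1 had 4.99, the hexose transporter gene HXT4 4.91, the RNA polymerase I subunit gene RPA12 4.75 and ROX1, a repressor of hypoxic genes, 4.61. The control means of PUT4, RPA12 (3.07) and YDR222W (3.66) are low beside a lower quartile of 8.097 to 8.154 on those arrays, and were not tested against background, so the sizes and ranks of these 3 are not exact. Among the largest decreases were those of RAD34 at -3.40, of POT1, the thiolase of fatty acid breakdown, at -3.37, of the cytokinesis gene HOF1 at -3.25 and of LDS2, a gene of outer spore wall assembly, at -3.01. FMP45 had -2.92, SNT2 -2.87, FRE8 -2.83 and YPS5 -2.80. After the pulse 649 probe sets were called higher and 460 lower, out of 5489. With the 25% of probe sets with the lowest mean left out, the number lowered was 246 of 4116 tested. For 4041 probe sets (73.6%) all pulsed arrays lay above or all below the control arrays, where chance gives 10%.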

After applying the same thresholds as in the case for the inhibitor pulse in the glucose consumption phase, that is log_2_fold-change >1, FDR <0.01, 488 genes were found to be upregulated and 257 genes were downregulated 1 hour after pulsing in the xylose consumption phase compared to the non-pulsed cultivation. Similar to the case for the inhibitor pulse in the glucose consumption phase, GO term analysis identified oxidoreductase activity as a significantly enriched function among the induced genes. Overall, 8% of the upregulated genes coded for proteins with this function. Although these genes were coding for enzymes with oxidoreductase activity, their identities were different from the genes upregulated after pulsing in the glucose phase [Additional file 1: Table S4]. 

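Of the 38 genes in Table S4, 37 were measured here, and all 37 rose after the pulse in the xylose consumption phase, as many when adjusted over the list alone. HMG1, an HMG-CoA reductase, had 4.53 (standard error 0.15, adjusted p = 9.6e-11), MET8, which makes the siroheme cofactor of sulfite reductase, 2.61 (standard error 0.09, adjusted p = 1.7e-10), and AIM14, a NADPH oxidase, 2.37. The study chose these genes, and those of Table S1, on the same samples, so the counts are not independent evidence of direction. In the glucose consumption phase 9 of the 37 rose and 8 fell. Of the 49 measured genes of Table S1, 8 rose and 7 fell after the pulse in the xylose consumption phase, at a median log2 fold change of 0.05. The difference between the responses in the phases was itself tested with limma. It passed the same thresholds for 42 of the 49 genes of Table S1 and for 30 of the 37 of Table S4, beside 2134 of all 5489 probe sets. The genes of each table were chosen on these samples for a rise in the phase of that table. That choice favours a difference between the phases, so these counts are not independent evidence of a difference. For OYE3 the xylose response minus the glucose response was -6.80 (standard error 0.18, adjusted p = 1.4e-11), and for GDH1 it was 5.02 (standard error 0.24, adjusted p = 1.7e-09). Across all 5489 probe sets the log2 fold changes of the phases correlated at a Pearson r of -0.0804 and a Spearman rho of -0.1228, a description across genes, which are not independent replicates.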

Interestingly, as many as seven genes involved in ergosterol biosynthesis were induced more than twofold, and five genes involved in sulfate assimilation were also upregulated. 

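Ergosterol biosynthesis genes rose in 18 of 24 cases after the pulse in the xylose consumption phase, none fell and 6 did not pass, at a median log2 fold change of 1.39. ERG13, the HMG-CoA synthase, rose from a log2 expression of 10.32 ± 0.02 (SD, n = 3) to 13.32 ± 0.06 (SD, n = 3), a log2 fold change of 3.00 (standard error 0.08, adjusted p = 1.7e-11). ERG20, the farnesyl pyrophosphate synthase, had 2.75 and ERG27, a 3-keto sterol reductase, 2.00. The adjusted p of the group was 1.4e-09 from camera, and adjusted p = 0.107 with an estimated correlation. After the pulse in the glucose consumption phase 1 of these genes rose and 2 fell, and the difference between the phases had an adjusted p of 1.4e-07 (adjusted p = 0.0833 with an estimated correlation). Of 10 genes of sulfate uptake and reduction, 7 rose and none fell, at a median of 1.20 (adjusted p = 1.2e-04, and adjusted p = 0.0502 with an estimated correlation). MET16, which reduces activated sulfate, had 2.10 (standard error 0.12, adjusted p = 7.4e-09), the sulfite reductase gene MET5 1.59 and the ATP sulfurylase gene MET3 1.14. Both counts were the same adjusted over the list alone.

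**Figure D2:**
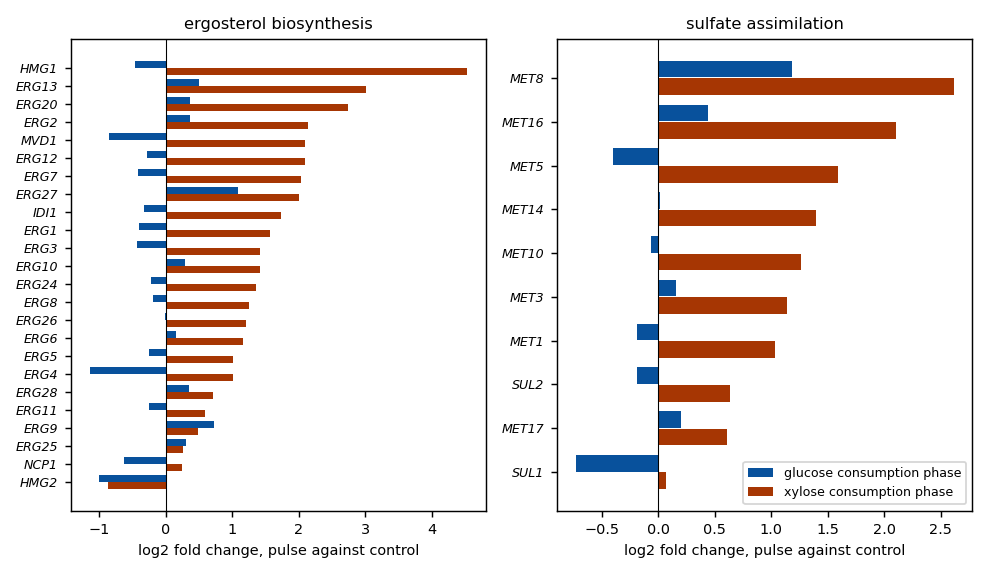
Log2 fold change of each gene of ergosterol biosynthesis and sulfate assimilation after the pulse in the glucose and the xylose consumption phase (bars, limma estimates from 3 pulsed against 3 control arrays). HMG1 has the longest bar, 4.53 in the xylose consumption phase.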

As these two processes are dependent on NADPH for reducing power either directly or indirectly, the upregulation of the genes involved in these processes may be a response for the cells to counteract the NADPH depletion resulting from HMF and furfural conversion. 

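GDH1 had a log2 expression of 8.41 ± 0.35 (SD, n = 3) in the xylose control and 12.39 ± 0.22 (SD, n = 3) after the pulse, a log2 fold change of 3.98 (standard error 0.17, adjusted p = 6.6e-10), which is a 15.8-fold change. Other genes of ammonium uptake and assimilation rose with it. MEP2, a high-affinity ammonium permease, had 2.97 (standard error 0.22, adjusted p = 1.1e-07), the glutamine synthetase gene GLN1 1.66 and the glutamate synthase gene GLT1 1.04. Of the 8 genes of this group 6 rose and none fell, the same adjusted over the list alone (adjusted p = 0.0408 from camera, and adjusted p = 0.402 with an estimated correlation). The group's adjusted p was 0.0507 with the replicate number as a block within each phase, 0.0589 with each comparison fitted on its own arrays and 0.0694 without the 25% of probe sets with the lowest mean. In the glucose consumption phase 5 of the 8 fell and 2 rose (adjusted p = 0.0435, adjusted p = 0.374 with an estimated correlation, and 0.0509 with that block), with MEP2 at -3.04 and GLN1 at -2.49. The group's adjusted p in this phase rose past 0.05 as well after median centring (0.0514), without glucose control replicate 2 (0.0549) or glucose pulse replicate 1 (0.0609), with replicates 2 and 3 only (0.0638), after quantile normalization of the tested probe sets (0.0756) and without the 25% of probe sets with the lowest mean (0.0888).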

Another indication of NADPH deficiency was suggested from the 5.3-fold induction of *GDH1* coding for the NADPH-dependent glutamate dehydrogenase involved in reductive assimilation of NH_3_. 

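The oxidative pentose phosphate pathway genes had small or negative changes after the pulse in the xylose consumption phase. ZWF1 had a log2 expression of 13.32 ± 0.01 (SD, n = 3) in the control and 13.06 ± 0.05 (SD, n = 3) after the pulse, a log2 fold change of -0.26 (standard error 0.07, adjusted p = 0.00626). GND1, the major 6-phosphogluconate dehydrogenase, had 0.04 (standard error 0.08, adjusted p = 0.674). GND2, the minor isoform, fell from 12.53 ± 0.12 (SD, n = 3) to 11.46 ± 0.19 (SD, n = 3), with -1.06 (standard error 0.16, adjusted p = 7.5e-05), and was short of the fold threshold without xylose control replicate 1 (-0.997) or without xylose pulse replicate 3 (-0.97). Of 13 genes of enzymes that make NADPH, 3 rose, 4 fell and 6 did not pass, the same adjusted over the list alone, and the group did not pass camera's test (adjusted p = 0.833). YEF1, an NADH kinase, was among those that fell, with -1.94.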

Surprisingly, the major NADPH-generating enzymes in the pentose phosphate pathway (PPP) encoded by *ZWF1*, *GND1*, and *GND2* were not differentially expressed. On the other hand, *ALD6*, which encodes a cytoplasmic isoform of acetaldehyde dehydrogenase was upregulated 5.2-fold after pulsing of inhibitors in the xylose consumption phase, suggesting a higher demand for NADPH for reductive reactions. 

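ALD6 had a log2 expression of 11.37 ± 0.21 (SD, n = 3) in the xylose control and 13.81 ± 0.13 (SD, n = 3) after the pulse, with a log2 fold change of 2.44 (standard error 0.11, adjusted p = 9.3e-10). On the linear scale this is a 5.41-fold change. No other member of the aldehyde dehydrogenase family passed the thresholds upwards. ALD5 came near, with 0.94 (adjusted p = 7.4e-06 from limma), and passed without xylose pulse replicate 2, at 1.05. ALD4 had -0.82 (standard error 0.08, adjusted p = 1.4e-06). ALD3, named here after its values were seen, fell, with -1.68 (standard error 0.26, adjusted p = 7.5e-05). The paper proposes from the rise of ALD6 that the demand for NADPH in reductive reactions was higher, and sets it beside the increased acetate yield.

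**Figure D3:**
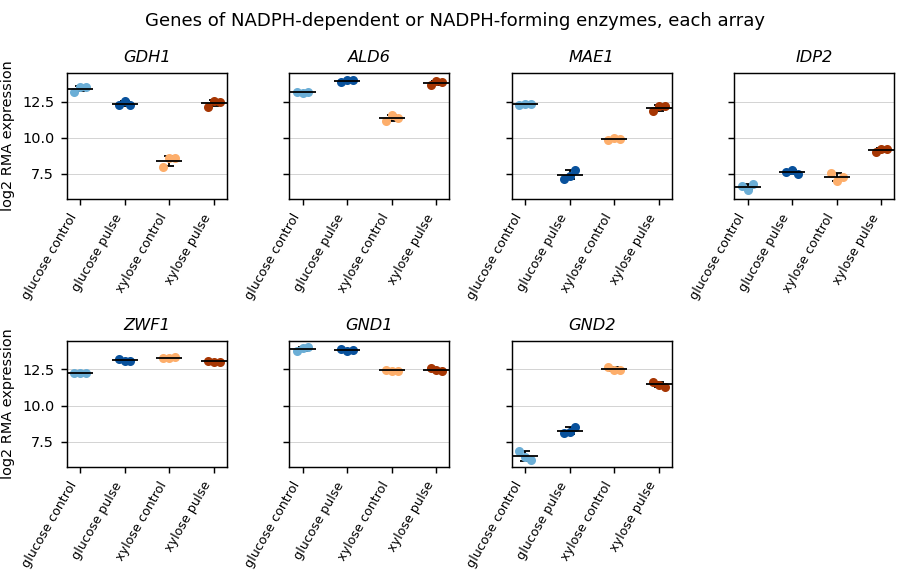
Log2 RMA expression of 7 genes of enzymes that use or form NADPH in the 4 conditions. Points are single arrays, horizontal lines the mean and vertical bars the SD of 3 arrays. In GDH1 the xylose control lies at 8.41 and the xylose pulse at 12.39.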

Induction of *ALD6* was also in line with the increased acetate yield following inhibitor addition. Moreover, it was found that *MAE1* was induced 3.9-fold. 

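MAE1 rose from a log2 expression of 9.93 ± 0.08 (SD, n = 3) in the xylose control to 12.07 ± 0.21 (SD, n = 3) after the pulse, a log2 fold change of 2.14 (standard error 0.14, adjusted p = 3.1e-08) or a 4.41-fold change. Its decrease in the glucose consumption phase was the largest of any gene there, with -4.88 (standard error 0.14, adjusted p = 1.7e-11). The difference between the 2 responses was 7.02 (standard error 0.20, adjusted p = 2.7e-11).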

*MAE1* encodes the malic enzyme, which is a mitochondrial enzyme that converts malate to pyruvate with the concomitant production of NADPH [32]. Furthermore, *IDP2*, which encodes cytosolic isocitrate dehydrogenase, was upregulated 2.6-fold. 

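IDP2 had a log2 expression of 7.27 ± 0.27 (SD, n = 3) in the xylose control and 9.16 ± 0.13 (SD, n = 3) after the pulse. Its log2 fold change was 1.88 (standard error 0.14, adjusted p = 1.0e-07), a 3.69-fold change.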

Idp2p converts isocitrate to 2-oxoglutarate with the simultaneous production of NADPH.

Functional enrichment analysis using MIPS functional categories on the differentially expressed genes revealed a quite different response at transcriptome level compared to the pulse in the glucose phase. Interestingly, genes involved in amino acid metabolism, nucleotide metabolism, and rRNA processing were induced, that is, the opposite response compared to pulsing in the glucose phase [Additional file 1: Table S5]. 

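Genes of ribosome biogenesis and rRNA processing rose in 54 of 116 cases after the pulse in the xylose consumption phase and fell in none, at a median log2 fold change of 0.91 (adjusted p = 9.8e-13 from camera, and adjusted p = 0.0853 with an estimated correlation). NSR1, a nucleolar protein of pre-rRNA processing, had 4.13 (standard error 0.14, adjusted p = 1.2e-10), the RNA helicase gene HAS1 3.53, and NOP1, the fibrillarin of yeast, 3.12. The xylose control minus the glucose control was -7.64 (log2) for NSR1, so after its rise it still lay below the glucose control. NOP56 (-7.62), UTP8 (-7.11) and UTP13 (-6.87) of this group were, like NSR1, among the largest such decreases. Nearly all ribosomal protein genes were also lower in the xylose control. Ribosomal protein genes rose in 12 of 129 cases and fell in none, at a median of 0.50 (adjusted p = 1.4e-09, and adjusted p = 0.156 with an estimated correlation). RNA polymerase I and III subunits rose in 9 of 19 cases and fell in 1 (adjusted p = 3.1e-05), and aminoacyl-tRNA synthetases rose in 9 of 20 (adjusted p = 1.8e-04, and adjusted p = 0.0523 with an estimated correlation), with TYS1 for tyrosine at 2.00. In arginine synthesis 4 of 8 genes rose, with ARG3 at 3.74 (adjusted p = 0.003, and adjusted p = 0.0761 with an estimated correlation), and in branched-chain amino acid synthesis 4 of 11, with LEU9 at 2.30 (adjusted p = 0.0266, and adjusted p = 0.144 with an estimated correlation). Aromatic amino acid synthesis had 4 of 12 genes higher, with ARO7 at 2.37 and TRP4 at 2.01 (adjusted p = 0.0409, and adjusted p = 0.138 with an estimated correlation). That group's adjusted p was 0.0586 with the replicate number as a block within each phase, 0.0589 on the arrays of this phase alone, 0.0629 with a block over all 4 groups and 0.0673 without xylose pulse replicate 3. Serine, glycine and threonine synthesis rose in 2 of 14 genes, with ASN2 at 1.60 (adjusted p = 0.029, and adjusted p = 0.179 with an estimated correlation). Histidine (2 of 7 higher), lysine (1 of 8), purine (3 of 15 higher, 1 lower) and pyrimidine synthesis (3 of 9 higher) did not pass as groups, with adjusted p-values of 0.179, 0.833, 0.501 and 0.314. IMD4, an IMP dehydrogenase, had 1.95 and ADE4, the first enzyme of purine synthesis, 1.85. The difference between the phases, tested as a contrast of its own, had an adjusted p of 1.5e-22 for ribosomal proteins, 2.7e-22 for ribosome biogenesis, 1.0e-05 for purine synthesis, 2.4e-05 for arginine and 0.00178 for lysine synthesis. All member counts were the same adjusted over the list alone.

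**Figure D4:**
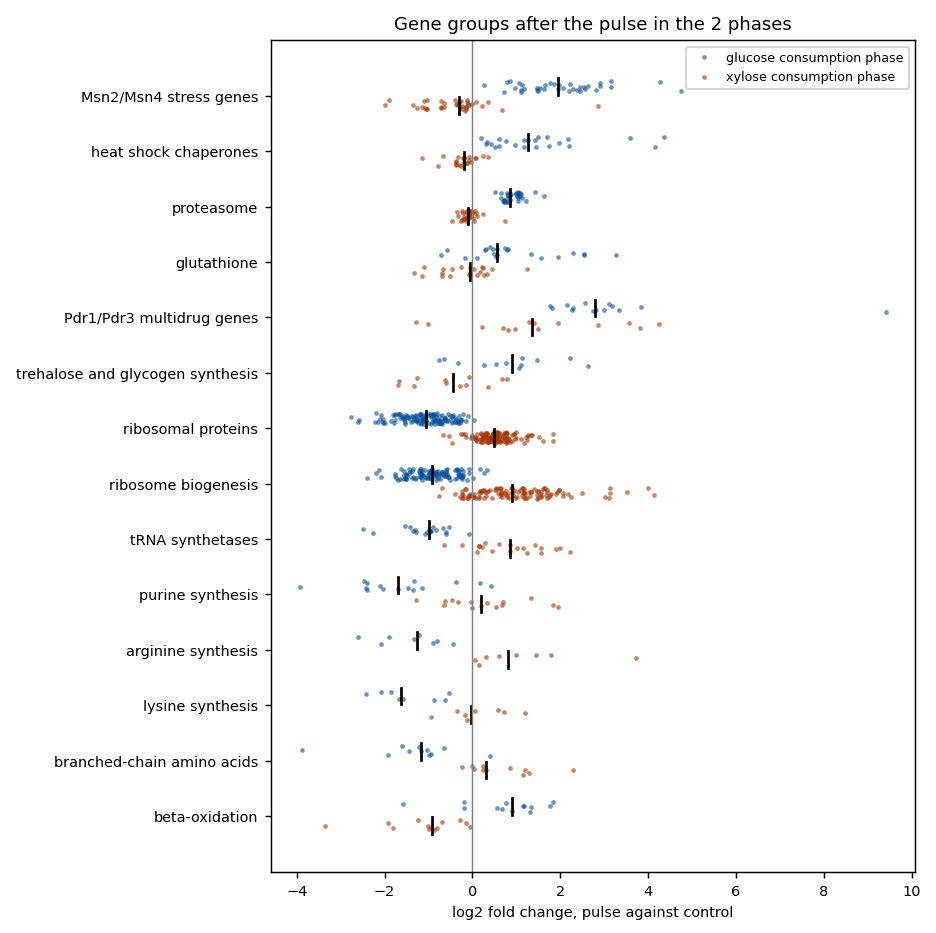
Log2 fold changes after the pulse in the glucose and the xylose consumption phase for the measured members of 14 gene groups. Each point is 1 gene (limma estimate from 3 pulsed against 3 control arrays) and black lines mark medians. The median of the ribosomal proteins is -1.05 in the glucose and 0.50 in the xylose consumption phase.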

Compared to the transcriptome response after pulsing inhibitors in the glucose consumption phase, relatively few genes related to stress response were induced after pulsing in the xylose consumption phase. 

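Of the 37 Msn2 and Msn4 stress genes, 1 rose after the pulse in the xylose consumption phase, 10 fell and 26 did not pass. The one that rose was CTT1, the cytosolic catalase, with 2.86 (standard error 0.18, adjusted p = 2.2e-08), and OM45, a mitochondrial outer membrane protein, fell, with -1.90 (standard error 0.10, adjusted p = 6.0e-09). The group stood below all other genes (adjusted p = 0.0186 from camera, and adjusted p = 0.364 with an estimated correlation). Nearly all of the 37 genes were already called higher in the xylose control than in the glucose control. Their responses in the phases thus start from different levels. Of 23 heat-shock chaperone genes none rose and 1 fell, SSA3 with -1.14 (for the group, adjusted p = 0.183). No gene of the proteasome group (adjusted p = 0.566) or of the Yap1 group (adjusted p = 0.744) passed the thresholds in either direction. Glutathione genes had 1 member higher and 3 lower, among them GSH2, the glutathione synthetase, at -1.33 (for the group, adjusted p = 0.566). Peroxide and superoxide defence had 1 higher and 2 lower (adjusted p = 0.566). These counts were the same adjusted over the list alone. The difference between the phases had an adjusted p of 8.8e-11 for the Msn2 and Msn4 genes, 1.4e-06 for the chaperones, 1.7e-07 for the proteasome, 0.0122 for the Yap1 genes and 0.00214 for the glutathione genes (adjusted p = 0.0703 with an estimated correlation).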

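The multidrug-resistance genes of Pdr1 and Pdr3 rose in 8 of 14 cases after the pulse in the xylose consumption phase and fell in 2 (adjusted p = 1.2e-04 from camera), the same adjusted over the list alone. PDR16, a phosphatidylinositol transfer protein, had 4.24 (standard error 0.11, adjusted p = 1.2e-11), ICT1, a lysophosphatidic acid acyltransferase, 3.56 (standard error 0.12, adjusted p = 9.2e-11), and RSB1 2.86 (standard error 0.10, adjusted p = 2.0e-10). Of 11 ABC transporter genes of the plasma membrane, 5 rose and none fell, but the group did not pass camera's test (adjusted p = 0.149) unless the 25% of probe sets with the lowest mean were left out (0.0442). Of the same 11, 6 rose in the glucose consumption phase (adjusted p = 0.0043, and adjusted p = 0.0661 with an estimated correlation). Adjusted over the list alone, these counts did not change.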

Genes encoding ABC transporters involved in multidrug resistance and genes encoding proteins assigned to chemical agent resistance were upregulated. Relatively few functional classes were significantly enriched in the downregulated gene set [Additional file 1: Table S6]. Genes coding for proteins active in glycogen metabolism, fatty acid metabolism, and energy were found to be significantly downregulated. 

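In glycogen metabolism the initiator genes GLG1 and GLG2 fell, with log2 fold changes of -1.33 (standard error 0.13, adjusted p = 9.1e-07) and -1.68 (standard error 0.09, adjusted p = 3.5e-09), and the glycogen synthase genes GSY1 and GSY2 had -1.70 and -1.27. They were the 4 of 12 genes of trehalose and glycogen synthesis that fell, none rose, and the group did not pass camera's test (adjusted p = 0.117) unless the 25% of probe sets with the lowest mean were left out (0.0442). Of 5 breakdown genes 1 rose, the trehalase gene NTH2 with 1.16, and none fell (adjusted p = 0.587). In fatty acid breakdown 5 of 13 genes of peroxisomal beta-oxidation fell and none rose, at a median log2 fold change of -0.91 (adjusted p = 4.9e-04). Next to POT1, the enoyl-CoA isomerase genes ECI1 and DCI1 had -1.81 (standard error 0.09, adjusted p = 1.9e-09) and -1.92 (standard error 0.10, adjusted p = 5.0e-09). Fatty acid synthesis and elongation had 2 of 12 genes higher, ELO1 with 1.33 and FAA1 with 1.08 (for the group, adjusted p = 0.103). No gene of the tricarboxylic acid cycle passed among 15, though 9 were lower at an adjusted p under 0.01 and none higher. This group had an adjusted p of 0.0629, and passed, downwards, without the 25% of probe sets with the lowest mean (0.0383), with a block over all 4 groups (0.047), with replicates 2 and 3 only (0.0499) and with fry, which tests against no change (7.9e-06). Of the respiratory chain 1 of 29 genes passed, CYC1 for cytochrome c, which rose by 3.96 (for the group, adjusted p = 0.566). These counts were the same adjusted over the list alone.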

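Genes of methionine, cysteine and S-adenosylmethionine metabolism rose in 13 of 18 cases after the pulse in the xylose consumption phase and fell in none, the same adjusted over the list alone. MUP1, the high-affinity methionine permease, had 3.26 (standard error 0.18, adjusted p = 8.2e-09). MET32, a transcription factor of sulfur metabolism, had 1.54, the homoserine acetyltransferase gene MET2 1.19 and MET13, a methylenetetrahydrofolate reductase, 1.08. The group's adjusted p was 2.0e-06 from camera (adjusted p = 0.0356 with an estimated correlation). After the pulse in the glucose consumption phase 2 members rose and 4 fell (adjusted p = 0.995).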

Reporter metabolite analysis using the induced genes as input showed that the sulfur-containing amino acids methionine and cysteine were among the highest scoring metabolites (Table 2). This was in accordance with the results from the functional enrichment analysis, which also indicated that sulfur metabolism was affected [Additional file 1: Table S5]. The analysis also showed that significant changes in gene expression occurred around metabolic pathways involving extracellular H^+^, ATP, AMP, and diphosphate. Reporter metabolites connected to the downregulated genes after pulsing in the xylose consumption phase were related to fatty acids, glycogen, and UDP-glucose (Table 2).

**Table 2:** Top ten scoring reporter metabolites connected to transcriptome changes after inhibitor pulse in the xylose consumption phase

**Metabolite**	**Number of neighbors**	***P *** **value**
**Reporter metabolites (up)**		
L-methionine[c]	14	1.2E-06
H(+)[e]	37	1.4E-06
ATP[c]	82	8.8E-07
AMP[c]	38	5.1E-06
Diphosphate[c]	50	6.3E-06
L-cysteine[c]	10	1.7E-04
L-methionine[e]	7	2.2E-04
L-glutamine[c]	16	1.1E-04
Coenzyme A[c]	23	1.5E-04
L-threonine[c]	8	5.0E-04
**Reporter metabolites (down)**		
Trans-2-C16-CoA[c]	4	5.4E-03
Trans-2-C14-CoA[c]	4	5.4E-03
Glycogen[c]	4	5.9E-03
Trans-2-C18-CoA[c]	3	9.5E-03
Trans-3-C16-CoA[c]	3	1.3E-02
Trans-3-C18-CoA[c]	3	1.3E-02
Trans-3-C14-CoA[c]	3	1.3E-02
UDP-glucose[c]	10	2.0E-02
CMP[m]	3	1.6E-02
FAD[m]	5	2.2E-02

[c]: cytosolic; [m]: mitochondrial; [e]: extracellular; CMP: cytidine monophosphate; FAD: flavin adenine dinucleotide; UDP-glucose: uridine diphosphate glucose.

Reporter transcription factor analysis indicated that *PDR1*, *YRR1*, *ECM22*, *STB5*, and *GCN4* were the highest scoring transcription factors controlling the upregulated genes. 

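STB5 rose after the pulse in the xylose consumption phase, with a log2 fold change of 2.11 (standard error 0.13, adjusted p = 2.1e-08). Of the others, PDR1 had 0.85 (standard error 0.11, adjusted p = 1.1e-05), YRR1 -0.60 (standard error 0.14, adjusted p = 0.00192) and GCN4 -0.12 (standard error 0.07, adjusted p = 0.127), none of them past the fold threshold. ECM22 had -0.07 (standard error 0.12, adjusted p = 0.628), and 0.0029 without xylose control replicate 1 or 0.013 without xylose pulse replicate 3. ECM22 fell after the pulse in the glucose consumption phase (-2.25), and its responses differed between the phases by 2.18 (standard error 0.17, adjusted p = 1.2e-07). These are values of the regulators' own genes, whereas the paper's analysis scores the genes that they control.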

*PDR1*, *YRR1*, and *STB5* are all involved in regulation of genes encoding multidrug resistance proteins [33,34]. *ECM22* and *GCN4* are involved in sterol biosynthesis regulation and amino acid biosynthesis, respectively [30,35]. *CBK1*, *MOB2*, and *ACE2* were found to be reporter transcription factors of the genes downregulated after pulsing of HMF and furfural in the xylose consumption phase. They are all involved in controlling cellular polarity and morphogenesis [36].

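CBK1, the kinase of the RAM pathway, had a log2 fold change of -0.70 (standard error 0.08, adjusted p = 6.7e-06) after the pulse in the xylose consumption phase. MOB2, its activating partner, had 1.04 (standard error 0.09, adjusted p = 2.4e-07), and fell short of the fold threshold without xylose pulse replicate 1 (0.98) and with replicates 2 and 3 only (0.99). The paper's analysis scores the genes under these regulators, not the expression of the regulators themselves. DSE4, a daughter cell glucanase, had -1.34 (standard error 0.13, adjusted p = 1.1e-06), and AMN1 -1.11 (standard error 0.10, adjusted p = 6.6e-07). In the glucose consumption phase BUD9, a bud site protein, had -2.22 (standard error 0.13, adjusted p = 9.7e-09).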

#### Inhibitor pulses in glucose and xylose consumption phases elicited different transcriptome responses

In order to investigate the differences in the transcriptome responses following inhibitor pulses in the glucose and xylose consumption phases, the up- and downregulated genes fulfilling the criteria set previously (log_2_fold-change >1, FDR <0.01) were compared (Figure 5). Overall, 69 genes were found to be upregulated after pulsing in both the glucose and xylose consumption phases. 

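The gene with the largest mean rise among those higher in both phases was RSB1, followed by YGR035C, with a log2 fold change of 5.37 (standard error 0.16, adjusted p = 2.0e-11) in the glucose and 5.07 in the xylose consumption phase. ARO10 had 3.94 in the xylose consumption phase, YLL056C 2.94 and NCA3 2.36. YHR140W had 4.95 in the glucose and 2.76 in the xylose consumption phase, and PDC5 2.42 in the latter. PDR16 had 3.00 and HRP1 1.39 in the glucose consumption phase. In all, 87 probe sets were called higher in both phases, where lists of 637 and 649 drawn independently from 5489 would share 75.3 (ratio 1.16, one-sided Fisher's exact test across probe sets, p = 0.074). More were called in opposite directions, 128 of them lower in the glucose and higher in the xylose consumption phase against 62 for independent lists (p = 1.4e-17), and 77 higher in the glucose and lower in the xylose consumption phase against 53.4 (p = 3.9e-04), by the same exact test. Genes are not independent of each other, so these p-values describe the lists only. With the 25% of probe sets with the lowest mean left out, 56 probe sets were higher in both phases and 128 changed in opposite directions.

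**Figure D5:**
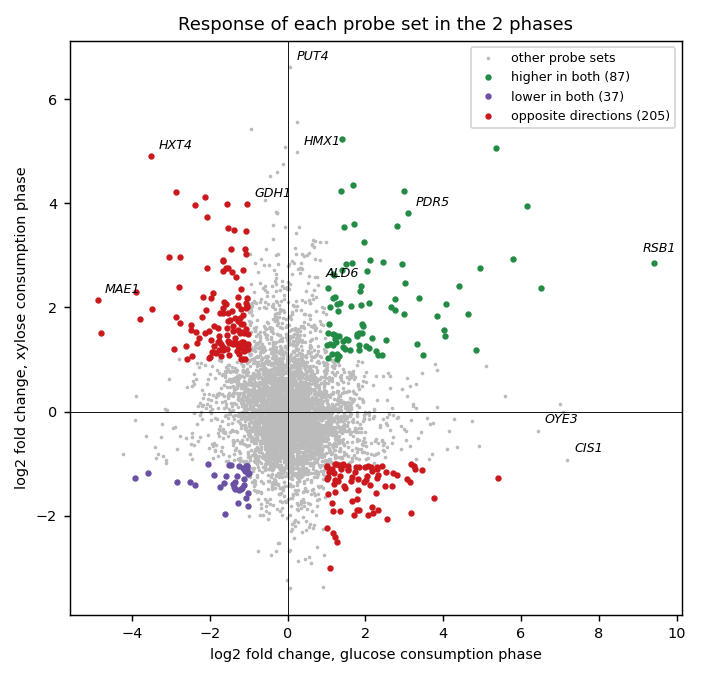
Log2 fold change after the pulse in the glucose (horizontal) and the xylose consumption phase (vertical) for 5489 probe sets, each a limma estimate from 3 pulsed against 3 control arrays. Green marks the 87 called higher in both, violet the 37 called lower in both and red the 205 called in opposite directions.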

Functional enrichment analysis indicated that genes coding for ABC transporters involved in multidrug resistance (*PDR5*, *YOR1*, *SNQ2*, and *PDR15*), detoxification, and unclassified proteins were significantly overrepresented among the upregulated genes. Moreover, a GO Slim Mapper functional analysis showed that the third most abundant functional group (after molecular function unknown and transmembrane transporter activity) was oxidoreductase activity, including the genes *ADI1*, *ARI1*, *CTT1*, *ERG27*, *GRE2*, *HBN1*, *MPD2*, and *PUT1*. 

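PDR5, the main drug efflux pump of the ABC family, had a log2 fold change of 3.10 (standard error 0.17, adjusted p = 4.0e-09) in the glucose and 3.82 (standard error 0.17, adjusted p = 7.9e-10) in the xylose consumption phase. YOR1 had 2.75 (standard error 0.10, adjusted p = 9.5e-11) and 1.96 (standard error 0.10, adjusted p = 2.3e-09), and SNQ2 2.16 (standard error 0.08, adjusted p = 1.7e-10) and 1.41 (standard error 0.08, adjusted p = 1.0e-08). PDR15 had 1.29 (standard error 0.08, adjusted p = 1.5e-08) in the xylose consumption phase. The response of PDR15 differed between the phases by -2.04 (standard error 0.11, adjusted p = 4.7e-09), and those of PDR5, YOR1 and SNQ2 by 0.71, -0.79 and -0.75, short of the fold threshold.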

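All 8 of these oxidoreductase genes rose in both phases, the same adjusted over the list alone, and the study chose them on these samples, so this is not independent evidence. ADI1, a dioxygenase of the methionine salvage pathway, had 2.12 in the glucose and 2.91 in the xylose consumption phase, and ARI1 2.42 in the latter. GRE2 had 2.17, HBN1 1.57 and PUT1 2.07 in the xylose consumption phase. MPD2, a disulfide isomerase of the endoplasmic reticulum, had 1.16 and 2.19, and CTT1 1.66 and ERG27 1.09 in the glucose consumption phase. The response was smaller in the xylose consumption phase for HBN1, by -2.46 (standard error 0.13, adjusted p = 3.9e-09), and for PUT1, by -1.99 (standard error 0.14, adjusted p = 3.2e-08), and larger for CTT1, by 1.20 (standard error 0.26, adjusted p = 9.3e-04), and MPD2, by 1.03 (standard error 0.15, adjusted p = 3.6e-05). As a group they stood above all other genes, with an adjusted p of 2.5e-05 in the glucose and 6.0e-06 in the xylose consumption phase from camera.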

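CLB1 and ADE17 were among the genes that fell in both phases, with log2 fold changes of -1.19 (standard error 0.14, adjusted p = 6.2e-06) and -1.28 (standard error 0.13, adjusted p = 1.9e-06) in the xylose consumption phase. BIO3, of biotin synthesis, had -2.84 in the glucose and -1.35 in the xylose consumption phase, CEM1, a mitochondrial beta-keto-acyl synthase, -2.50 and -1.35, and RNR1, the major large subunit of ribonucleotide reductase, -1.28 and -1.77. HPA3 had -1.90 and -1.21. In all, 37 probe sets were called lower in both phases, where independent lists of 524 and 460 from 5489 would share 43.9 (one-sided Fisher's exact test across probe sets, p = 0.892). Without the 25% of probe sets with the lowest mean, the number was 20.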

Only nine genes were found to be downregulated in both experiments. Functional enrichment did not reveal any specific pattern among these genes.

**Figure 5:**
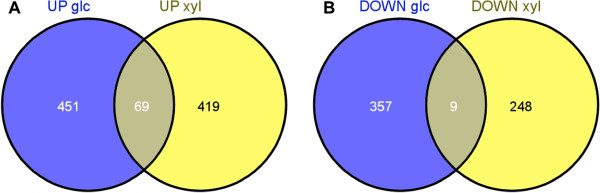
**Venn diagrams showing genes upregulated and downregulated. (A)** Genes upregulated and **(B)** downregulated after pulsing of HMF and furfural in the glucose and xylose consumption phase, respectively. Functional enrichment of the upregulated genes according to GO terms showed that they classified as molecular function unknown, transmembrane transporter activity, and oxidoreductase activity. GO term enrichment of the downregulated genes did not reveal any specific patterns*.* GO: Gene Ontology; HMF: 5-hydroxymethylfurfural.

## Discussion

In the present study, we investigated the physiological effects of HMF and furfural on a xylose-utilizing *S. cerevisiae* strain in terms of changes in metabolic product distribution, redox and energy state, and gene expression after pulsed addition of inhibitors in either the glucose or the xylose consumption phase. The physiological response differed in several aspects after inhibitor challenge in the two phases.

### Changes in local yields after inhibitor pulses

In general, the most pronounced changes in metabolism were observed in the co-conversion phase in which both HMF and furfural were converted simultaneously. Both HMF and furfural are reactive aldehydes known to have the potential to act as external electron acceptors in metabolism [37]. This property has been demonstrated to result in perturbations in the intracellular redox cofactor levels NAD(P)^+^ and NAD(P)H, which can be manifested in changes in yields of certain redox-related metabolic products [15,21,38]. Hence, it was not surprising that a reduction in the glycerol yield during co-conversion of HMF and furfural was observed, as these compounds act as external electron sinks, partly replacing glycerol as scavenger of surplus NADH produced in anabolic reactions. In addition, the biomass yield decreased, which would furthermore decrease the production of NADH in assimilatory reactions. Although this explanation seems coherent, the literature is somewhat ambiguous, as both increases and decreases in glycerol yield have been observed following addition of furfural and/or HMF to batch and chemostat cultivations, a fact that is likely the result of different cultivation methodologies and strain-specific differences [15,38-40]. On the other hand, when inhibitors were pulsed in the xylose consumption phase, the glycerol yield increased during the co-conversion phase. Increases in glycerol yield in this context have been hypothesized to result from non-specific stress responses [15]. Interestingly, the biomass concentration dropped drastically just after pulsing inhibitors in the xylose consumption phase. This can be indicative of utilization of energy reserves such as glycogen and trehalose, as it has been observed that *S. cerevisiae* can deplete these reservoirs rapidly after environmental perturbations [41]. Mobilization of glycogen and trehalose would thus provide reducing equivalents for conversion and energy in the form of ATP for repairing damage caused by HMF and furfural. In fact, genes involved in glycogen anabolism were downregulated and the carbon dioxide evolution rate increased immediately following the inhibitor pulse with no concomitant increase in xylose uptake, further supporting this hypothesis.

Pulses of inhibitors in both the glucose and the xylose consumption phase led to an increase in acetate yield. Acetate production from acetaldehyde generates reducing equivalents in the form of NAD(P)H, which could be used for furan aldehyde conversion [42]. However, it is not clear from the present data if the accumulation of acetate with the concomitant generation of NAD(P)H results in response to an increased NAD(P)H demand for HMF and furfural conversion, or if it results from acetaldehyde accumulation due to the competitive inhibition of alcohol dehydrogenases by the inhibitors. The latter hypothesis is likely, as alcohol dehydrogenases have been demonstrated to be capable of reducing furan aldehydes to furan alcohols [17].

In accordance with previous investigations [37], a dramatic drop in the xylitol yield was also observed in the present study after pulsing of HMF and furfural in the xylose consumption phase. Xylitol accumulation is a well-known problem in recombinant *S. cerevisiae* strains carrying the XR/XDH pathway, which is believed to result from the cofactor-bias of the involved enzymes [43]. It has previously been demonstrated that external electron acceptors such as acetoin and furfural can act as electron sinks by reoxidizing the NADH formed when xylitol is converted to xylulose [37].

#### Changes in redox and energy states after inhibitor pulses

Unexpectedly, the redox state in terms of the catabolic and anabolic reduction charges were unaffected after pulsing of HMF and furfural in the glucose consumption phase. As both HMF and furfural conversion require reducing equivalents in the form of NAD(P)H, the intracellular redox environment is expected to be more oxidized after inhibitor challenge, as would be indicated by a decrease in the catabolic and anabolic reduction charges. In fact, this was observed in a recent study in which HMF and furfural were added to the feed medium of a continuous cultivation [21]. The discrepancy of the results in the present study could be due to the transient nature of the response after pulsed addition of inhibitors, compared to the steady state in a continuous cultivation. Thus, it is possible that oscillations in redox cofactor levels take place on much smaller time-scales compared to the one investigated in the present study, where the sampling of intracellular metabolites was performed 1 hour after addition of HMF and furfural. Indeed, the capability of metabolism to respond rapidly to dynamic changes in the environment has been demonstrated by Theobald *et al*. [44], in which a pulse of glucose caused changes in the intracellular concentrations of the redox cofactors on a sub-minute scale.

Contrary to the results obtained after pulsing of inhibitors in the glucose consumption phase, both the catabolic and anabolic reduction charges were significantly decreased after pulsing of inhibitors during xylose consumption. This discrepancy could be an effect of the lower metabolic flux during xylose consumption, thus requiring a longer period of time to recover from the redox perturbation caused by HMF and furfural. As the redox cofactors are involved in numerous intracellular reactions, perturbations in the levels of these may have cell-wide effects, which was indicated in the transcriptome analysis where genes involved in redox cofactor-requiring processes such as ergosterol synthesis, sulfate assimilation, and ammonia assimilation were differentially expressed 1 hour after pulsing of inhibitors. The low xylose flux, and consequently, the lower production rate of reducing equivalents, may also explain the lower specific conversion rates of HMF and furfural in the xylose consumption phase compared with the specific conversion rates observed during the glucose consumption phase.

Interestingly, the energy charge was higher 1 hour after pulsing with inhibitors in the glucose consumption phase than in the control cultivation, which resulted from an increased intracellular concentration of ATP. The increased ATP concentration could have resulted from the reduction in biomass yield after addition of HMF and furfural, thus decoupling catabolism from anabolism, since glucose was still consumed, whereas only minor cell growth was observed. The reduced glycerol production could also explain the higher intracellular concentration of ATP, since glycerol synthesis is an ATP-consuming reaction. These results are in contrast to the ones we obtained in continuous cultivations [21], in which HMF and furfural stress resulted in decreased intracellular ATP levels. Again, the use of different cultivation methods (batch versus chemostat) is a realistic explanation for this discrepancy, and in particular the fact that the cells are growing at a constant specific growth rate in a chemostat.

In contrast to the results from the pulsing in the glucose consumption phase, the intracellular concentrations of all adenonucleotides were lower than the control 1 hour after pulsing in the xylose consumption phase. Despite this fact, the energy charge was slightly higher after pulsing inhibitors compared to the control. It is tempting to speculate that the reduction in the intracellular adenonucleotide pool resulted as a means of maintaining the energy charge at a high level despite reduced intracellular ATP levels caused by the presence of HMF and furfural. In fact, it has been demonstrated that pulsed addition of glucose, which is known to result in reduced intracellular ATP levels, is followed by the conversion of AXP into inositol by Amd1p and Isn1p in a two-step reaction, thereby stabilizing the energy charge [45-47]. It remains to be investigated whether similar mechanisms are active after pulsing of HMF and furfural in the xylose consumption phase. The difference in the responses in adenonucleotide levels between pulsing in the glucose or xylose consumption phases is likely related to the low metabolic flux during xylose conversion compared with when the cells are growing on glucose. As a consequence, energy-requiring repair mechanisms induced by furan aldehyde stress would have a bigger impact on the intracellular concentration of ATP, as the supply is lower in the xylose consumption phase. In fact, the low ATP generation rate during xylose conversion has been implicated in the lower acetic acid tolerance during xylose conversion, compared to when glucose is used as an energy source [13,48].

#### Transcriptome changes in response to HMF and furfural

Pulsing of inhibitors in the glucose consumption phase resulted in reduced specific growth rate and concomitantly, downregulation of transcripts known to be correlated with changes in specific growth rate, including genes involved in ribosome biogenesis, nucleotide metabolism, and amino acid synthesis [29]. On the other hand, genes involved in the environmental stress response (ESR) transcriptionally regulated by Msn2/Msn4 were upregulated in the response to HMF and furfural, but also these genes have been shown to be correlated with the specific growth rate. In fact, 89% of the genes upregulated as part of ESR following perturbations imposed by different stresses were also upregulated in response to reduced specific growth rate [29]. This confounding factor is problematic, as it is difficult to distinguish the cause and effect. In contrast to the transcriptome changes related to specific growth rate responsive genes observed after pulsing in the glucose consumption phase, pulsing of inhibitors in the xylose consumption phase resulted in an induction of genes involved in amino acid metabolism, nucleotide metabolism, and rRNA processing. This distinct response on transcriptional level is likely related to the fact that the cells are unable to grow in the xylose consumption phase.

A key finding of the inhibitor pulse experiment carried out in the xylose consumption phase was the concerted upregulation of several genes encoding proteins involved in sulfur assimilation, nitrogen assimilation, and amino acid biosynthesis. All these processes are known to require reducing equivalents in the form of NADPH, suggesting a link to the low intracellular NADPH concentration after pulsing of furan aldehydes during xylose consumption and gene expression. Since one way for the cell to increase the flux through a metabolic pathway is to synthesize more enzymes, we hypothesize that the cell compensates for the low intracellular NADPH levels by inducing genes involved in sulfur assimilation, nitrogen assimilation, and amino acid biosynthesis to maintain a flux in these processes. The influence of NADPH depletion on genes involved in sulfur assimilation has been demonstrated before by using the electron acceptor acetoin [49]. Limitations in sulfur assimilation have also been implicated in the response of *Escherichia coli* to furfural [50], but not in the case of *S. cerevisiae*.

Genes encoding proteins with oxidoreductase activity were found to be significantly enriched after pulsing of inhibitors in the glucose and xylose consumption phases, respectively. As it is generally thought that the reductive conversion of HMF and furfural are performed by oxidoreductases, this result was not surprising and is also in accordance with previous gene expression studies of HMF and furfural stress [39,51]. More surprising was the fact that the identities of the genes with oxidoreductase activity induced in the different phases were different. Of the 58 and 41 genes coding for proteins with oxidoreductase activity that were induced after pulsing of inhibitors in the glucose and xylose phases, respectively, only eight were upregulated in both cases. This pattern was also observed in general, as only 69 genes were upregulated in both cases (Figure 5).

Functional enrichment of the induced genes into MIPS functional categories showed that genes involved in pleiotropic drug resistance were upregulated under both conditions. Thus, it seems that the ability to transport toxic substances is indispensable for coping with HMF and furfural regardless of the carbon source. The high number of genes encoding unclassified proteins suggests that more activities are needed to successfully deal with the inhibitor challenge, a fact that calls for further studies characterizing the functions of these genes.

## Conclusions

In the present study, the effects of the lignocellulose-derived inhibitors HMF and furfural were characterized after pulsed addition in either the glucose or the xylose consumption phase in batch cultivations. By investigating the responses on metabolic products, redox and energy state, and gene expression, the following can be concluded about the distinct responses in the two phases:

When furan aldehydes are added in the glucose consumption phase, the cells can respond by decreasing the specific growth rate with the concomitant reduction of enzymatic activity in anabolic processes such as amino acid metabolism (NADPH- and energy-consuming), nucleotide biosynthesis (NADPH- and energy-consuming), and protein synthesis (ATP-consuming). The cessation of these processes occurs while no major effect on glucose uptake is apparent, consequently providing energy in the form of ATP and redox power in the form of NADPH that can be used for inhibitor conversion. Surplus energy generated is probably also stored in the form of trehalose and/or glycogen, as was indicated by the induced expression of genes involved in these processes after inhibitor pulse in the glucose consumption phase. However, during the xylose consumption phase, the cells are not growing (that is, they cannot stop growth to save energy and redox power) and are thus solely dependent on the low xylose flux for generation of energy and redox power. Hence, pulsing of inhibitors in the xylose consumption phase results in severe drainage of redox power, as was indicated from the reduction of catabolic and anabolic reduction charges, resulting in the upregulation of essential NADPH-consuming processes such as sulfate assimilation, nucleotide synthesis, amino acid synthesis, and ammonia assimilation. Judging from the results of the present study, improving the xylose utilization capability by metabolic engineering would potentially increase the inhibitor tolerance to HMF and furfural by increasing the supply of ATP and reducing power. In addition, by increasing the expression of ABC transporters and oxidoreductases identified as induced after pulsing of inhibitors in both the glucose and xylose consumption phases, more robust yeast strains for lignocellulosic bioethanol production could potentially be obtained.

## Methods

### Cell culture

#### Strain

The strain used in this study, VTT C-10883, was derived from VTT C-10880 (*MAT*α, *MAL2-8c*, *SUC2 ura3::XYL1 XYL2*, *XKS1::XKS1*)*.* VTT C-10880 was obtained in the genetic background of CEN.PK 113-1A (*MAT*α, *MAL2-8c*, *SUC2*) by overexpressing the endogenous xylulokinase encoding gene (*XKS1*) and integrating *S. stipitis* XR (*XYL1*) and XDH (*XYL2*) encoding genes in the *URA3* locus [52]. Prototrophy was restored by integrating an intact copy of *URA3* in 5′ of the heterologous construct and the resulting strain was named VTT C-10883.

#### Preparation of inoculum

Inoculum cultures were prepared from −80°C glycerol stocks by streaking on agar plates containing 10 g L^-1^ yeast extract, 20 g L^-1^ soy peptone, 20 g L^-1^ agar, and 20 g L^-1^ glucose. Colonies were transferred to 100 mL medium in a 500 mL Erlenmeyer flask. The composition of the medium was 20 g L^-1^ glucose, 20 g L^-1^ xylose, 5 g L^-1^ (NH_4_)_2_SO_4_, 3 g L^-1^ KH_2_PO_4_, 0.5 g L^-1^ MgSO_4_·7H_2_O, 1 mL L^-1^ vitamin solution, and 1 mL L^-1^ trace metal solution. The vitamin and trace metal solutions were prepared according to Verduyn *et al*. [53]. The cultures were grown for 24 hours at 30°C and pH 5 in a rotary shaker at 150 rpm.

#### Anaerobic batch cultivations

Precultured cells were inoculated at an OD_600_ of 0.2 in three to four individual bioreactors (Innova Biosciences, Cambridge, UK) using a final working volume of 1.5 L. The defined mineral medium was prepared according to Taherzadeh *et al*. [54] and contained 40 g L^-1^ glucose and 50 g L^-1^ xylose. The cultivations were carried out at 30°C and pH 5 with sparging of 0.1 VVM N_2_ to maintain anaerobic conditions. Ergosterol and Tween 80 were added at final concentrations of 0.01 g L^-1^ and 0.42 g L^-1^, respectively, to allow anaerobic growth. When approximately 40% of the glucose had been consumed, HMF (3.9 g L^-1^) and furfural (1.2 g L^-1^) were pulsed into the reactors (glucose phase). Samples for extracellular metabolites and cell dry weight (DW) were taken every 30 minutes until furfural had been consumed. Samples for intracellular redox cofactors and AXP were taken 1 hour after pulsing. Samples for transcriptome analysis were taken just before pulsing and 1 hour after pulsing. An experiment where no inhibitors were pulsed served as control. In a separate experiment, HMF (3.9 g L^-1^) and furfural (1.2 g L^-1^) were pulsed after 30% of the xylose had been consumed (xylose phase). The sampling was performed in the same way as for the cultivations pulsed in the glucose phase. An experiment in which no inhibitors were pulsed served as control.

### Analysis of extracellular metabolites

Extracellular metabolites were filtered through 0.2 μm syringe filters (VWR International, West Chester, PA, USA). The samples were stored at −20°C until analysis. Analysis of sugars and metabolites were performed using an HPLC system (Ultimate 3000, Dionex, Sunnyvale, CA, USA). Glucose, xylose, ethanol, xylitol, glycerol, acetic acid, HMF, and furfural were separated using an Aminex HPX87-H column (Bio-Rad Laboratories, München, Germany) with 5 mM H_2_SO_4_ as eluent. The column was operated at 60°C at a flow rate of 0.6 mL min^-1^. Ethanol, xylitol, glycerol, and acetic acid were detected with a refractive index detector Shodex RI-101 (Showa Denko, New York, NY, USA) while HMF and furfural were detected using an UV detector at 210 nm (Dionex).

### Determination of cell mass

The dry cell mass was determined by filtering 5 mL of culture broth through pre-dried 0.45 μm polyethersulfone membranes (Sartorius Stedim, Aubagne, France). The filters were washed with Milli-Q water (EMD Millipore, Billerica, MA, USA) and dried in a microwave oven at 120 W for 15 minutes. The filters were left to cool and dry further in a desiccator overnight and were subsequently weighed.

### Sampling of intracellular metabolites

#### Quenching

For sampling of intracellular metabolites, 5 mL samples were quenched according to Canelas *et al*. [55] in 25 mL pure methanol in pre-weighed tubes maintained at −40°C. The samples were allowed to cool for 3 minutes, after which the sample volumes were determined by weighing. The cells were then pelleted in a centrifuge (SIGMA Laborzentrifugen GmbH, Osterode, Germany) maintained at −20°C at 4,000 *g* for 5 minutes. Samples to be used for quantification of NAD(P)H were extracted instantly, whereas the other samples were flash-frozen in liquid nitrogen and stored at −80°C until analysis.

#### Extraction of NAD(P)H

The reduced redox factors are stable in alkaline conditions and were extracted as described in Moreira dos Santos *et al*. [56]. In short, 0.5 mL of 17% (v/v) alcoholic 1 M KOH was added to the samples, after which they were incubated at 70°C for 7 minutes in a water bath (Grant Instruments, Shepreth, UK).

#### Extraction of NAD(P)^+^

NAD^+^ and NADP^+^ were extracted by first suspending the cell pellets in 14% (w/w) HClO_4_ and thereafter disintegrating the cells with glass beads (diameter: 425 to 600 μm) in a bead mill. The acidic extracts were subsequently adjusted to pH 7 with 2 M KOH supplemented with 0.4 M imidazole.

#### Extraction of ATP, ADP, and AMP

ATP, ADP, and AMP were extracted by incubating the samples on ice for 15 minutes in the presence of 0.5 mL 0.52 M trichloroacetic acid (TCA) containing 17 mM EDTA, according to Lundin *et al*. [57]. The extracts were then centrifuged at 14,000 rpm for 3 minutes and subsequently neutralized with 2 M Tris-base.

### Analysis of intracellular metabolites

#### Quantification of NAD(P)^+^ and NAD(P)H

NADH and NADPH were first oxidized enzymatically since the reduced cofactors are unstable at non-alkaline conditions. The reaction was performed by adding 6 μL glutamate dehydrogenase (GLDH, 240 U mL^-1^) to extracts adjusted to pH 7 with substrate/buffer mixture containing (5 mM 2-oxoglutarate, 0.5 M HEPES, 0.5 M phosphate, and 30 mM NH_4_Cl). The reaction was allowed to take place at room temperature and was stopped with 3 M HClO_4_ after 20 minutes. The extracts were subsequently neutralized with 3 M KOH. The redox cofactors were quantified by enzymatic cycling according to Theobald *et al.*[44] and Vaseghi *et al.*[58] for NADH and NADPH, respectively, modified for use in 96-well plates. The assay mixture for determination of NAD^+^ contained 2 mM phenazine ethosulfate (PES), 0.5 mM thiazolyl blue tetrazolium bromide (MTT), 120 mM bicine, 1.61 M ethanol, and 50 μL sample in 300 μL total reaction volume. The assay mixture for determination of NADP^+^ contained 2 mM PES, 0.5 mM MTT, 120 mM bicine, 12.7 mM glucose-6-phosphate, 4.2 mM MgSO_4_·7H_2_O, and 50 μL sample. The reactions were initiated by addition of 5 μL alcohol dehydrogenase (ADH, 231 U mL^-1^) for determination of NAD^+^ or 5 μL glucose-6-phosphate dehydrogenase (G6PDH, 560 U mL^-1^) for determination of NADP^+^. The rate of formation of formazan, which correlates with the concentration of NAD(P)^+^, was measured at 570 nm in a plate reader (BMG Labtech GmbH, Ortenberg, Germany). Both reactions were performed at 30°C and standards of known concentrations were used for quantification.

#### Quantification of ATP, ADP, and AMP

Concentrations of adenonucleotides were determined via HPLC (Ultimate 3000, Dionex) equipped with a quaternary analytical pump (HPG-3400A, Dionex) fitted with a Luna® 5u C18(2) 100 Å LC column (150 x 4.6 mm, Phenomenex Inc., Torrance, CA, USA) kept at 20°C. The mobile phase consisted of acetonitrile (A) and tetrabutylammonium buffer (B) (0.005 M tetrabutylammonium hydrogen sulfate, 0.01 M Na_2_HPO_4_), pH 7.0. The pump was programmed to generate the following gradient: 6% A and 94% B (0 to 3 minutes), a linear increase of A to 25% and a linear decrease of B to 75% (3 to 16 minutes), 25% A and 75% B (16 to 22 minutes), a linear decrease of A to 6% and a linear increase of B to 94% (22 to 27 minutes), and 6% A and 94% B (27 to 35 minutes). The flow rate was 1 mL min^-1^. The detection was performed with a photodiode array detector (PDA-3000, Dionex) at 260 nm. Peak identities were confirmed by co-elution with standards and quantification was carried out by comparison using standard solutions of known concentrations.

### Transcriptome analysis

For transcriptome analysis, 5 mL samples withdrawn from three individual bioreactors for each condition were rapidly cooled on ice in pre-chilled Falcon tubes after which they were centrifuged at 4,000 *g* for 2 minutes. The cell pellets were frozen in liquid nitrogen and stored at −80°C until analysis.

The cells were mechanically disintegrated in a bead mill and total RNA was extracted and purified with RNeasy Mini Kit (Qiagen, Venlo, The Netherlands) according to the manufacturer’s instructions. The integrity of the RNA was assessed with an Agilent 2100 Bioanalyzer. Labeled RNA was produced using the GeneChip® 3′ IVT Express Kit (Affymetrix, Santa Clara, CA, USA) after which the labeled RNA was hybridized onto GeneChip® Yeast Genome 2.0 arrays. Three chips were hybridized for each condition. Staining and washing was performed in a GeneChip® Fluidics Station 450 (Affymetrix) and scanning of the chips were carried out in a GeneChip® Scanner 3000 7G (Affymetrix).

Data analysis was performed in R (version 2.15.3). The raw intensity data was background corrected with the robust multi-array average (RMA) algorithm [59], normalized with quantiles, and summarized using median polish. Differentially expressed ORFs were assessed using the limma package in R [60]. ORFs with a Benjamini-Hochberg FDR lower than 0.01 were considered as statistically significant and only ORFs with a log_2_fold-change greater than ±1 were taken into account. Gene set analysis was performed with the reporter metabolites algorithm [23] and by GO functional enrichment implemented in the R package piano [61]. Enriched functional categories were also identified with the MIPS functional catalogue (http://mips.helmholtz-muenchen.de/proj/funcatDB). Transcript data can be downloaded from the GEO database under the accession number [GSE:50182] (http://www.ncbi.nlm.nih.gov/geo/).

### Calculations

The yields were calculated based on the amount of consumed sugars (glucose and xylose) and statistical significance was determined with Student’s *t*-test in Microsoft Excel, 2011.

The energy charge was calculated from equation 1:

(1) $$E_{c}=\frac{\left[\mathrm{ATP}]+0.5\times [\mathrm{ADP}\right]}{\left[\mathrm{ATP}]+[\mathrm{ADP}]+[\mathrm{AMP}\right]}$$

The catabolic and anabolic reduction charges were calculated from equations 2 and 3, respectively:

(2) $$\frac{\left[\mathrm{NADH}\right]}{\left[\mathrm{NADH}]+[\mathrm{NA}D^{+}\right]}$$

(3) $$\frac{\left[\mathrm{NADPH}\right]}{\left[\mathrm{NADPH}]+[\mathrm{NAD}P^{+}\right]}$$

## Abbreviations

ABC: ATP binding cassette; ADH: Alcohol dehydrogenase; AXP: Collective term for ATP, ADP, and AMP; CMP: Cytidine monophosphate; DW: Dry weight; Ec: Energy charge; EDTA: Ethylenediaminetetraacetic acid; ESR: Environmental stress response; FAD: Flavin adenine dinucleotide; FDR: False discovery rate; G6PDH: Glucose-6-phosphate dehydrogenase; GLDH: Glutamate dehydrogenase; GO: Gene ontology; HMF: 5-hydroxymethylfurfural; HPLC: High performance liquid chromatography; MIPS: Munich information center for protein sequences; MTT: Thiazolyl blue tetrazolium bromide; NAD: Nicotinamide adenine dinucleotide; NADH: Nicotinamide adenine dinucleotide (reduced); NADP: Nicotinamide adenine dinucleotide phosphate; NADPH: Nicotinamide adenine dinucleotide phosphate (reduced); OD: Optical density; ORF: Open reading frame; PES: Phenazine ethosulfate; PPP: Pentose phosphate pathway; PRPP: 5-phospho-ribose-1-diphosphate; RMA: Robust multi-array average; ROS: Reactive oxygen species; TCA: Trichloroacetic acid; UDP-glucose: Uridine diphosphate glucose; VVM: Volume per volume per minute; XDH: Xylulose dehydrogenase; XI: Xylose isomerase; XR: Xylose reductase.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

MA participated in the design of the study, conducted the experiments, analyzed the data, and wrote the manuscript. MB participated in the design of the study and commented on the manuscript. VRD participated in the wet laboratory experiments. LO participated in the design of the study and commented on the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Genes with oxidoreductase activity induced after pulsing of HMF and furfural in the glucose consumption phase. **Table S2.** Functional enrichment of genes upregulated in response to pulsing HMF and furfural in the glucose consumption phase. **Table S3.** Functional enrichment of genes downregulated in response to pulsing HMF and furfural in the glucose consumption phase. **Table S4.** Genes with oxidoreductase activity induced after pulsing of HMF and furfural in the xylose consumption phase. **Table S5.** Functional enrichment of genes upregulated in response to pulsing HMF and furfural in the xylose consumption phase. **Table S6.** Functional enrichment of genes downregulated in response to pulsing HMF and furfural in the xylose consumption phase. HMF: 5-hydroxymethylfurfural. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

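Expression of a xylose-utilizing strain of S. cerevisiae was measured on 12 Affymetrix Yeast Genome 2.0 arrays, with 3 per condition. The paper gives 3 bioreactors for each condition. It states that samples were drawn just before the pulse and 1 hour later, which would place a control and a pulse in one bioreactor. In that case the effect of the pulse could not be told apart from that of 1 hour of cultivation. The paper also names an experiment without a pulse as the control, and the labels do not say which of these the control arrays are. The conditions were the glucose consumption phase without a pulse, the same phase 1 hour after a pulse of furfural (1.2 g/L) and HMF (3.9 g/L), the xylose consumption phase without a pulse, and the xylose phase 1 hour after the same pulse. The deposited values are log2 expression, which the authors made from the array scans with RMA in R 2.15.3 (background correction, quantile normalization and summary of each probe set). They range from 1.153 to 14.452, and the medians of the 12 columns from 9.683 to 9.741. The number of arrays limits the precision of each value. Detection calls were not used here, so a change with a dim side is not an exact size.

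Each probe set was matched to its gene by the identifiers in the platform's annotation of 2016. Of 5705 probe sets, 5489 carry 1 named gene, 216 carry none and 0 carry several. The 5489 stand for 5444 genes, 43 of which have several probe sets and are represented in gene groups by the one with the highest mean. A total of 12 symbols were replaced by their current form. The values were analysed as deposited, without a filter or an added constant.

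A linear model with 1 mean for each of the 4 conditions was fitted with limma 3.58.1 in R 4.3.3, with 8 residual and 4.53 prior degrees of freedom. Tests compared the pulse with the control in each phase, the response in the xylose phase with that in the glucose phase (as a contrast of its own), and the xylose control with the glucose control. The Benjamini-Hochberg adjusted p had to lie under 0.01 and the log2 fold change above 1 or below -1. Gene groups were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry as alternatives (fry asks whether a group changed at all, and camera whether it changed more than the other genes), and the adjusted p over 50 groups had to lie under 0.05. Of these groups, 46 were written before the data were examined and 4 were taken from genes that the paper lists. 1 of the groups counted among the 50 was tested with them and is not reported here. In each comparison the members called were the same over all probe sets and adjusted over the list alone. Tables were made in Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures with matplotlib 3.10.9. Overlaps of called probe sets were tested with Fisher's exact test.

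The genes named were set by a rule before the data were examined. They are the genes that the paper names (values of which had been seen in its Tables S1 and S4), the 10 largest changes in each direction in each phase among called probe sets whose arrays do not overlap, up to 4 members with the smallest adjusted p of each gene group in that phase, the 10 largest differences in each direction between the phases and between the controls, and genes among the 10 with the largest mean change in the same direction in both phases. A gene named outside the rule is marked.

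Replicate numbers were checked for pairing by correlating each array's deviations from its group mean across probe sets. Pulse and control of one number correlated at 0.474, 0.381 and 0.145 in the glucose phase and at 0.569, 0.299 and 0.305 in the xylose phase, all above the 0.1 set for pairing. Among replicates 2 and 3, unlike numbers reached similar values for control 2 with pulse 3 (0.285 in the glucose and 0.328 in the xylose phase). For control 3 with pulse 2 they were lower (0.059 and 0.171). Replicate 1 is thus clearly singled out by its number, and replicates 2 and 3 less clearly. Replicates of one condition correlated at 0.992 to 0.998. The labels do not say whether a number marks one culture, so the unpaired model was kept and a block of the replicate number was run as an alternative, with 4 residual degrees of freedom. Further alternatives were each comparison on its own arrays, all probe sets of the table, the 25% of probe sets with the lowest mean left out (4116 kept), a second quantile normalization, centring on medians, a trended and robust variance prior, an adjusted p under 0.05, the mean of a gene's probe sets, and leaving out each array. The model was tested on simulated data with 200 of 5489 probe sets changed by 1.5, -1.5, 2, -2 or 3 on the log2 scale. It called 100% of these and 0% of the other 5289 in both phases. All simulated changes lay well past the log2 threshold of 1 or were 0, so this outcome was largely set in advance. The noise was drawn independently for each probe set. Changes near the threshold and deviations shared between arrays of one number were thus not tried.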

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

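The tests of levels in the xylose control, of the covariance with a shared control and of the likeness of arrays with one number were chosen after the results were seen, while those of saturation, of the distribution of array values and of other splits of the arrays were set before.

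The responses to the pulse differed between the phases, in the test of the difference itself, for 2134 of 5489 probe sets (limma, 3 arrays per condition), and 205 were called in opposite directions. The largest differences (log2, xylose response minus glucose response) were positive for HXT4 8.42, DBP2 7.07, MAE1 7.02, PUT4 6.57, ATF2 6.37, CYC1 6.34, SAM3 6.32, NSR1 6.24, LEU9 6.18 and MEP2 6.01, and negative for CIS1 -8.10, YOL131W -7.09, LSO1 -6.86, OYE3 -6.80, ARO9 -6.70, RSB1 -6.55, SMA1 -5.58 and AAD6 -5.29, and for both probe sets of YGR174W-A (-5.43 and -5.13). Of 50 gene groups, 31 differed between the phases, 18 with a higher and 13 with a lower response in the xylose phase, and with an estimated correlation these were 14 and 7. The 50 include 4 groups of genes that the study chose on these samples, so the group count is not wholly independent evidence. Of 100 splits of the pulse and control labels within the phases, only the real one gave as many differing probe sets, and the highest other gave 768. These splits ask whether the pulse had any effect, and mixing pulsed with control arrays adds that effect to the spread. They therefore cannot exclude chance for a difference between the phases.

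A signal in a comparison that the paper does not report separated the controls, with 3015 of 5489 probe sets different between the xylose and the glucose control, and for 4865 probe sets (88.6% of all) no overlap between the arrays, where chance gives 10%. The largest values (log2, xylose control minus glucose control) were positive for DAK2 11.44, HXT15 11.13, SPG4 10.47, RGI2 10.42, SPG1 10.18, SIP18 9.88, SHH3 9.66, ISF1 9.06, YIG1 9.05 and ATO2 8.88, and negative for NSR1 -7.64, NOP56 -7.62, URA7 -7.45, RPA12 -7.38, UTP8 -7.11, RPA43 -7.00, MKC7 -6.97, SFG1 -6.97, HXT1 -6.97 and UTP13 -6.87. The controls differ in carbon source, in time and in growth, since the paper states that the cells could not grow during xylose consumption. It also describes the xylose phase pulse as a separate experiment with its own control, so the batch may differ too. These cannot be separated in this design. The 10 splits of 6 arrays into 3 and 3 are too few for a share under 0.05. The real split gave 3015 probe sets and the highest other 0, and for the pulse the numbers were 1161 against 0 in the glucose phase and 1109 against 0 in the xylose phase.

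A first pattern is that 550 of the 637 probe sets called higher after the pulse in the glucose phase were not called higher in the xylose phase. The other 87 stand beside 75.3 for independent lists, so a count near 550 is what unrelated lists would give. Array saturation is argued against, since 5.8% of these had a xylose control mean within 1 log2 unit of the highest mean. The covariance of the glucose response with the difference between controls was 1.16, where the replicate spread gives 0.0094. Replicate noise of the shared glucose control arrays is too small to give that covariance, but an offset common to these arrays is not covered. The pulse comparisons of the phases share no arrays, so the covariance does not bear on the count of 550. The xylose control lay above the glucose pulse by a median of 0.38 over these 550 (at or above it for 342, while the median of all probe sets was -0.02), so a candidate explanation is that many were already at the pulsed level in the xylose control, a hypothesis found and tested on the same arrays. For 7 genes that the paper names as possible furan aldehyde reductases the median was -0.48, which does not decide, since AAD6 lay at 7.11 in the xylose control and 12.51 in the glucose pulse, OYE3 at 12.43 and 12.67 and BDH2 at 10.73 and 9.30. Carbon source and growth stage remain open as biological reasons.

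A second pattern is that replicate 1 stands apart from replicates 2 and 3 in all 4 conditions on the first component of the deviations from the group means, which carries 48.7% of the variance. The lowest correlation of replicate 1 deviations between conditions was 0.419 as deposited and 0.415 after quantile normalization of the tested probe sets. A difference in distribution left in the deposited values is thus argued against. The authors had already normalized the arrays by quantiles, so this test cannot decide whether the raw arrays differed. Deviations of replicate 1 in the glucose pulse and the xylose pulse, which the paper describes as separate experiments, correlated at 0.599 across probe sets, so arrays with the same number may have been cultivated or handled together. No biological explanation was tested. With the replicate number as a block within each phase, 3 gene group calls changed.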

How the results depend on the processing

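A total of 23 alternatives were set before the data were examined and 2 (a block of the replicate number over all 4 groups, and replicates 2 and 3 only) were chosen after seeing the data. Of 383 called values of named genes, 360 were called in the same direction under every alternative run, 23 lost the call under at least 1 and 0 turned sign. Leaving out single arrays gave 637 to 669 probe sets higher and 520 to 533 lower in the glucose phase, and 638 to 676 higher and 458 to 489 lower in the xylose phase. Without the 25% of probe sets with the lowest mean, by construction with fewer tested, 246 were lower in the xylose phase, 56 higher in both phases, 20 lower in both, 39 higher in the glucose and lower in the xylose phase, 128 called in opposite directions, and 5 groups were lower in the xylose phase. With an estimated correlation 10 groups were higher in the glucose phase, 5 higher and 1 lower in the xylose phase, and the adjusted p rose past 0.05 for trehalose and glycogen synthesis in the glucose phase (0.19, over all alternatives 9.89e-08 to 0.19) and, in the xylose phase, ergosterol (0.107, from 3.89e-10), sulfate assimilation (0.0502, from 8.15e-09) and ribosome biogenesis (0.0853, from 1.6e-13). Further groups in both phases rose past 0.05 in the same way. In the xylose phase they included ribosomal proteins (0.156), amino acid permeases (0.296) and the Msn2 and Msn4 genes (0.364). With fry 29 groups were higher and 12 lower in the xylose phase, and NADPH sources (0.049, up to 0.963) and aldehyde dehydrogenases (0.0245, up to 0.911) turned direction. Replicates 2 and 3 only gave 4 groups lower in the xylose phase. Values near 0 that turned sign were GCN4 in the glucose phase after quantile normalization (0.0219) and, on leaving out single arrays, GND1 (-0.0055 without xylose pulse replicate 1, up to 0.0787) and ECM22 (from -0.195 to 0.013, and 0.0029 without xylose control replicate 1) in the xylose phase. Where no construction is named, the cause was not tested. The replicate block within each phase moved 3 group calls, ammonia assimilation in the glucose phase (0.0509) and the xylose phase (0.0507) and aromatic amino acid synthesis in the xylose phase (0.0586). This block could not be fitted for the comparison of the controls, and fits on separate arrays were not run for the difference between the phases. Signal over background limits the values of dim probe sets.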

Differences from the paper's values

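At the paper's stated thresholds (adjusted p under 0.01, log2 fold change above 1 or below -1), the number of genes called lower in the xylose phase, counted here as probe sets, was 460 (458 with the mean of a gene's probe sets) and the paper's is 257, a gap that closes (246) only when the 25% of probe sets with the lowest mean are left out, of the alternatives set before the data were examined. Lower in both phases were 37 probe sets, where the paper's number is 9, and no alternative set before the data were examined brought these within 1.5 times. Ergosterol biosynthesis genes higher in the xylose phase were 18 of the 24 measured, where the paper's number is 7, and no alternative brought this closer than 1.5 times. The group here is the whole pathway and may be wider than the paper's, since Table S4, which covers oxidoreductases, holds 7 ERG genes, and all of them rose here. GDH1 rose 15.8-fold in the xylose phase, where the paper's text gives 5.3-fold, and no alternative brought this within 1.5 times. On the log2 scale, the paper's Table S4 lists the same gene at 3.27 and the value here is 3.98.

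For the oxidoreductase genes of Table S1 in the glucose phase, the paper's and the present log2 fold change, in that order, differ by more than the replicate spread, under all alternatives set before the data were examined, for OYE3 5.6 and 6.43, AAD6 4.44 and 5.60, BDH2 3.81 and 5.11, HBN1 3.53 and 4.03, PUT1 3.07 and 4.06, GRE2 2.43 and 2.76, GPX1 2.26 and 3.27, FMP46 1.93 and 3.22, GRX2 1.73 and 1.96, GRE3 1.72 and 1.93, ARI1 1.66 and 1.89, ADI1 1.57 and 2.12, PUT2 1.53 and 1.92, ZTA1 1.43 and 2.29, GUT2 1.41 and 1.95, YJR096W 1.4 and 1.92, POX1 1.34 and 1.76, FOX2 1.2 and 1.84, CTA1 1.11 and 1.32, and FRE1 1.04 and 1.28. Quantile normalization turned the direction of the gap for CTA1 (0.67, no longer called) and POX1 (1.13). They differ in the reported analysis but not under the alternatives in brackets for YPL088W 2.84 and 3.31 (without glucose control replicate 1), FRM2 2.72 and 3.30 (quantile normalization, without glucose control replicate 1 and without glucose pulse replicate 2), YPL113C 2.2 and 2.69 (quantile normalization, without glucose control replicate 1 and without glucose control replicate 2), ALD4 2.11 and 2.28 (without glucose control replicate 1 and without glucose pulse replicate 3), PRX1 2.09 and 2.23 (without glucose pulse replicate 1), FMO1 1.5 and 1.96 (without glucose control replicate 1), JLP1 1.18 and 1.49 (quantile normalization, without glucose control replicate 3 and without glucose pulse replicate 2), XYL2 1.17 and 1.78 (quantile normalization, median centring, without glucose control replicate 1, without glucose control replicate 3 and without glucose pulse replicate 3), MPD2 1.08 and 1.16 (quantile normalization, median centring, without glucose control replicate 1 and without glucose pulse replicate 2), COX4 1.04 and 1.42 (quantile normalization and without glucose control replicate 1), ERG27 1.01 and 1.09 (quantile normalization, median centring, without glucose control replicate 1, without glucose pulse replicate 1 and without glucose pulse replicate 2).

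For the genes of Table S4 in the xylose phase, the paper's and the present values, in that order, differ under all of these alternatives for AIM14 1.88 and 2.37, ARI1 1.61 and 2.42, BNA4 1.55 and 1.82, CTT1 2.34 and 2.86, CYB2 2.62 and 3.26, ERG1 2.6 and 1.57, ERG24 1.26 and 1.35, ERG27 2.16 and 2.00, FRE3 1.87 and 2.32, GDH1 3.27 and 3.98, GRX3 1.1 and 1.24, HBN1 1.43 and 1.57, HMG1 4.17 and 4.53, HMX1 3.87 and 4.99, IDP2 1.4 and 1.88, IMD4 1.09 and 1.95, MET5 1.11 and 1.59, MET8 2.17 and 2.61, MPD1 1.16 and 1.76, MPD2 1.48 and 2.19, PAN5 1.44 and 1.79, PUT1 1.66 and 2.07, and SMM1 1.04 and 1.62. They differ in the reported analysis but not under the alternatives in brackets for ADI1 2.62 and 2.91 (without xylose control replicate 1), ERG26 1.25 and 1.21 (quantile normalization), LEU2 1.08 and 1.28 (without xylose pulse replicate 1), MIS1 1.17 and 1.36 (quantile normalization).

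The paper lists FDH1 as upregulated in the glucose phase, where the log2 fold change here was 0.91 and was called higher only without glucose control replicate 1 (1.04) and with replicates 2 and 3 only (1.06, a setting chosen after seeing the values). All 48 other measured genes of that table rose here. The paper describes GND2 as not differentially expressed in the xylose phase, along with ZWF1 and GND1. GND2 fell here by 1.06 on the log2 scale, and was not called without xylose control replicate 1 or without xylose pulse replicate 3, while ZWF1 and GND1 did not pass. Of genes of nucleotide metabolism, which the paper describes as induced in the xylose phase, 3 of 15 purine and 3 of 9 pyrimidine synthesis genes rose, and as groups they did not pass camera's test against the other genes. With fry, which tests a group against no change, the adjusted p was 2.0e-04 and 2.1e-06. The paper's statement is about a whole functional category enriched among the induced genes, so these shorter lists and these tests differ from it. Of all 5489 probe sets, 649 rose in that phase. The paper describes genes of energy as lower in the xylose phase, where none of 15 genes of the tricarboxylic acid cycle and none of 29 of the respiratory chain fell, though 5 of 13 beta-oxidation genes did. Here too the paper's statement is about a functional category enriched among the genes that fell, so these lists differ from it. At an adjusted p under 0.01 alone, 9 of the tricarboxylic acid cycle genes and 9 of the respiratory chain genes were lower (none and 2 higher). The former passed as a group, downwards, without the 25% of probe sets with the lowest mean (0.0383) and with fry (7.9e-06), and with a block over all 4 groups (0.047) and replicates 2 and 3 only (0.0499), both chosen after seeing the values, and the latter with fry (0.0313). Glycogen and trehalose synthesis, with 4 of 12 genes lower, passed as a group without the 25% of probe sets with the lowest mean (adjusted p = 0.0442) and with fry (adjusted p = 1.8e-06).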

Other observations

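The test of the excess against the mean of the dimmer group was chosen after the result was seen, and that of a second quantile normalization was set before.

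Among hexose transporter genes, HXT4 moved in opposite directions in the phases. It fell by 3.51 on the log2 scale in the glucose phase and rose by 4.91 in the xylose phase, HXT3 and HXT8 rose by 2.98 and 2.48 and HXT14 fell by 2.16 in the latter. Of 17 genes, 2 rose and 1 fell in the glucose phase and 6 rose and 3 fell in the xylose phase (adjusted p over the list alone gives the same counts). Amino acid permease genes rose in 8 of 17 cases and fell in 1 in the xylose phase (camera, adjusted p = 8.9e-04, and adjusted p = 0.296 with an estimated correlation), with GNP1 at 3.81 and BAP3 at 2.80, and GAP1 fell by 2.25 in the glucose phase. In iron uptake, FTR1 rose by 3.82 and FIT1 by 1.95 in the xylose phase, and 5 of 23 genes rose and 3 fell, the same adjusted over the list alone. GPP2, a glycerol phosphatase, rose by 2.75 in the xylose phase. Of 26 genes of meiosis and sporulation, 11 rose and 2 fell in the glucose phase (camera, adjusted p = 0.00473, and adjusted p = 0.0661 with an estimated correlation and 0.237 after quantile normalization), with NDT80 at 2.83. In the xylose phase 3 rose and 5 fell (adjusted p = 0.833), with MEI4 at 3.14, SPS100 at 2.71, IME1 at -2.52 and NDT80 at -1.22, and both tallies were the same adjusted over the list alone. Respiratory chain genes rose in 6 of 29 cases and fell in 1 in the glucose phase (camera, adjusted p = 0.00425, and adjusted p = 0.266 with an estimated correlation).

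Between the controls, ribosomal protein genes were lower in the xylose control for 125 of 129, and the Msn2 and Msn4 stress genes were higher for 36 of 37, the respiratory chain for 28 of 29 and beta-oxidation for 12 of 13, with the same counts adjusted over the list alone.

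The log2 fold changes of the oxidoreductase genes of Tables S1 and S4 are larger here than in the paper for 73 of 86 genes, by a median of 0.269, while the values correlate at 0.951 (0.968 and 0.917 for Tables S1 and S4 alone). The excess was 0.558 over 30 genes whose dimmer group mean lies under 8 and -0.006 over 17 genes whose dimmer mean lies at 11 or above, and across genes it fell with that mean (r = -0.567). Another background correction behind the deposited values than behind the paper's fold changes is therefore a candidate explanation, found and tested on the same values. A second quantile normalization of the tested probe sets left a median excess of 0.21 (95% interval over 2000 resamples of the genes, 0.16 to 0.3), so that a quantile normalization over other arrays or probe sets is neither excluded nor shown.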
